# A ketogenic diet improves memory in females in the APOE4 mouse model of Alzheimer’s disease

**DOI:** 10.1007/s11357-025-01998-8

**Published:** 2025-11-24

**Authors:** Jacopo Di Lucente, Jennifer M. Rutkowsky, Alfredo Errico Provenzano, Giuseppe Persico, Zeyu Zhou, Lee-Way Jin, Jon J. Ramsey, Claire B. Montgomery, Kyoungmi Kim, Marco Giorgio, Izumi Maezawa, Gino A. Cortopassi

**Keywords:** Alzheimer’s disease, APOE, Ketogenic diet, Memory, Inflammation, Cognition

## Abstract

The ε4 allele of apolipoprotein E (APOE4) is the strongest genetic risk factor for Alzheimer’s disease (AD), increasing AD risk about fourfold in ~ 34 million American and ~ 75 million European females. APOE4 carriers exhibit cerebral metabolic deficits decades before clinical onset. We previously demonstrated that ketogenic diet (KD), a low-carbohydrate, high-fat diet promoting ketone metabolism, confers cognitive benefits in aged C57BL/6 mice, and in the PS1/APP mouse model of early-onset AD. Here, we evaluated the effects of KD in a humanized APOE4 AD mouse model. KD significantly improved composite cognitive performance and spatial working memory, with pronounced effects in females. Synaptic plasticity, measured via long-term potentiation (LTP), was likewise enhanced exclusively in females. Transcriptomic and protein analyses revealed KD-induced activation of CREB pathway, marked by increased phosphorylation of ERK and CREB in female brains. Moreover, KD selectively reduced pro-inflammatory cytokine levels in females. These findings demonstrate sex-specific neuroprotective effects of KD in APOE4 mice and suggest its potential therapeutic role in mitigating AD risk in APOE4-positive women.

**Graphical Abstract:**

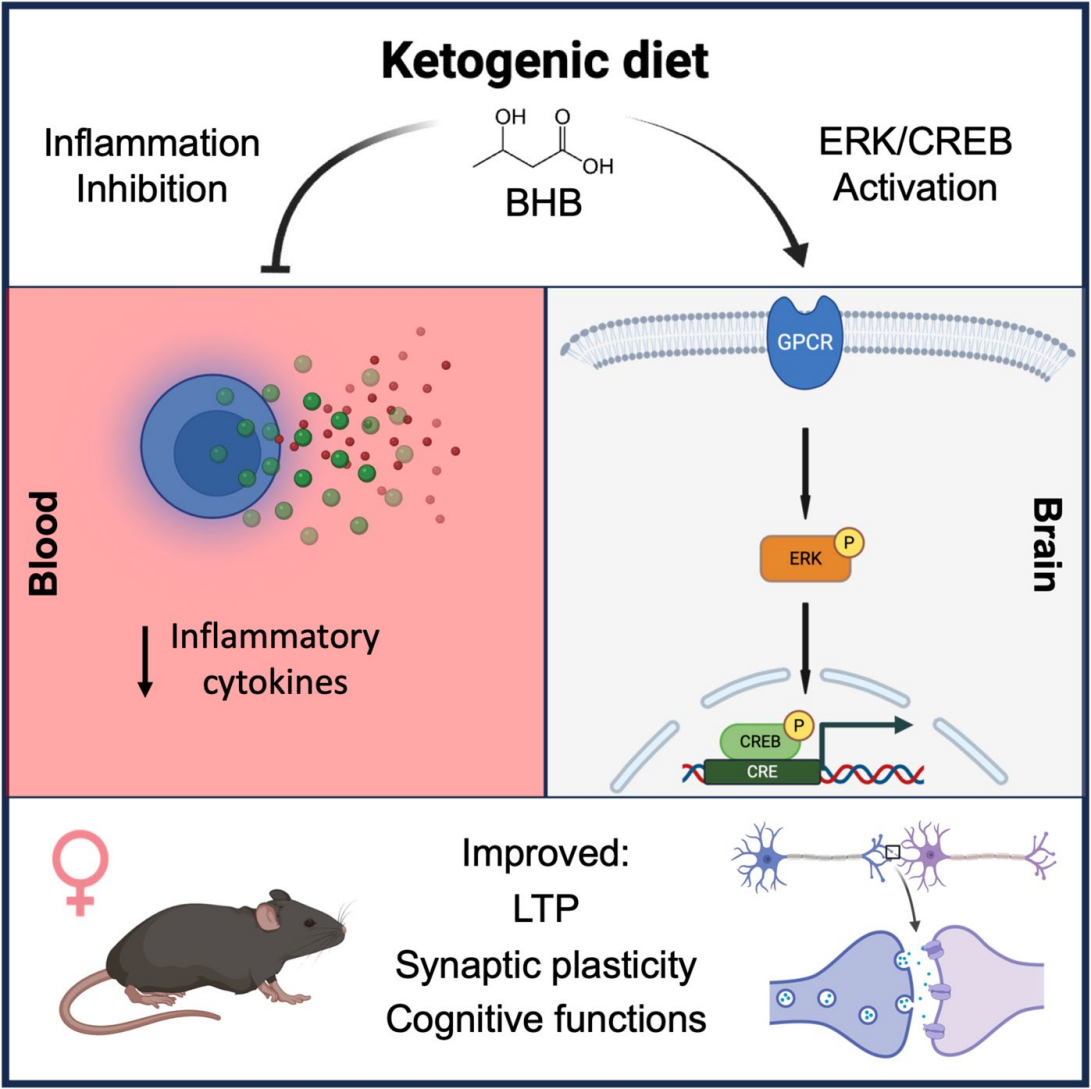

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s11357-025-01998-8.

## Introduction

Alzheimer’s disease (AD) is the leading cause of dementia in the developed world. Inheritance of ε4 allele of apolipoprotein E (APOE4) is the strongest genetic determinant of AD risk, with APOE4 females the most at risk [1, 2]. In the USA, about 20% of the population bear one APOE4 allele, most commonly the APOE3/E4 genotype. There are approximately 34 million APOE3/E4 females in the USA, at ~ fourfold increased AD risk at 70 years of age vs. E3/E3. APOE3/E4 males of the same age experience a smaller ~ threefold increase in AD risk [1–3].

Both glucose and lipid-derived ketone bodies support the bioenergetic health of the brain. Humans bearing APOE4 experience bioenergetic defects in cerebral glucose oxidation [4–8], and induce brain proteins responsible for ketone utilization [6]. The human APOE4 allele facilitates brain ketogenic metabolism in humans [7] and mice [9], long before development of mild cognitive impairment (MCI) or AD.

The ketogenic diet (KD) contains much higher levels of lipid and much lower levels of carbohydrate than a standard carbohydrate-rich control diet (CD) [10]. On the KD, the high levels of fat and low levels of carbohydrate increase fatty acid oxidation and ketogenesis, resulting in the production of β-hydroxybutyrate (BHB), a process known as ketogenesis. BHB can act as a signaling molecule with drug-like effects and serve as an alternative energy source to carbohydrates. The KD is widely used in both clinical and non-clinical settings, and it is considered the standard of care for childhood epilepsy refractory to anti-epileptic drugs [11].

We and others have previously shown that the KD protects C57BL/6 mice from age-related memory loss [10, 12]. We have also recently shown that the KD, and BHB itself, rescues deficits in synaptic plasticity as measured by long-term potentiation (LTP) in the PS1/APP mouse model of AD that recapitulates a genetically rare form of AD making up less than 1% of total AD cases [13]. In that study, the KD appeared to support increased LTP and synaptic plasticity through an increase in p-ERK and p-CREB pathways and of brain-derived neurotrophic factor (BDNF) [13]. We have also found that BHB increases microglial phagocytosis of beta-amyloid in vitro [14] and in vivo [15].

Here, we describe the effects of KD on cognition, LTP, synaptic plasticity pathways, and inflammation in mice bearing the humanized APOE4 allele.

## Methods

### Animals and diets

APOE4 [B6(SJL)-*Apoe*^tm1.1(APOE*4)Adiuj^*/*J] mice were purchased from Jackson Laboratories. Animals were bred in house, and both male and female mice were used for these studies. Mice were maintained on a 12-h light–dark cycle in a HEPA-filtered room where temperature (22–24 °C) and humidity (40–60%) were controlled. Water was provided ad libitum throughout the entire study, and health screens were performed on sentinel mice (housed on bedding from the study mice) every 3 months and tests included aerobic cultures and serology (MPV, MHV, MPV, MVM, M.pul, TMEV (GDVII), Ectro, EDIM, Sendai). All tests were negative throughout the study. At 10 months of age, animals were divided into two diet groups (control or ketogenic diet), counterbalanced by body weight, and individually housed to control food intake. Throughout the study, mice were fed isocaloric amounts (11.2 kcal/day) daily before the start of the dark cycle (~ 5 PM) and the mice consistently ate their daily food allotment. The CD consisted of (%kcal) 10% protein, 74% carbohydrate, and 16% fat, and the KD consisted of (%kcal) 10% protein, < 0.5% carbohydrate, and 89.5% fat (Supplementary Table 1). Diets were made in-house at least every 4 months and stored at 4 °C. All animal protocols were approved by the UC Davis Institutional Animal Care and Use Committee and conducted in accordance with the National Institutes of Health (NIH) Guide for the Care and Use of Laboratory Animals.

The starting age (10 months) for the diet groups was selected to represent middle age in C57BL/6 J mice and an age ~ equivalent to a 40-year-old human [16], which reflects a time when many people make diet changes for health reasons. The mice were then studied at 22 months of age to investigate the long-term effects of a KD on memory in aged APOE4 mice. This age was selected to represent old age in C57BL/6 J mice and an age ~ equivalent to a human in their 60 s [16].

After 12 months of dietary intervention, at 22 months of age, animals underwent behavior testing and body composition analysis. Mice were then exsanguinated under isoflurane anesthesia after an ~ 12-h fast. Tissues were collected, weighed, and snap frozen for gene and protein expression. Freshly isolated hippocampi were collected from a subset of animals for long-term potentiation assessment.

### Ketone measurement

Blood β-hydroxybutyrate level was measured using a Precision Xtra glucose and ketone monitoring system (Abbott, Chicago, IL, USA). Blood was obtained through tail nick in both the fed (3-h post-prandial) or fasted (approximately 12-h post-prandial) state.

### Body composition

At ~ 22 months of age, prior to euthanasia, body composition was evaluated using NMR relaxometry (EchoMRI-100 V; EchoMRI LLC, Houston, TX, USA).

### Mouse behavior tests

Mouse behavior tests were all conducted during the light cycle. Mice were allowed to acclimate to the test room for 30 min to minimize stress. Prior to testing, all equipment was cleaned with a 10% bleach solution followed by 70% ethanol, and 70% ethanol was used to clean between testing trials. A battery of motor and cognitive tests including (in order of testing) novel object recognition (NOR) test, Y-maze, grid wire hang, Barnes maze, and rotarod were used to evaluate the effect of dietary interventions on cognition and motor function.

### NOR test

The NOR test was conducted to assess recognition memory in mice. The day before NOR testing, mice underwent an acclimation session to habituate them to the environment. For this acclimation, animals were placed in the arena (40 × 40 × 40 cm white acrylic box) and were allowed to freely explore the arena for 15 min. The next morning, two identical objects were placed in the arena, and the mouse was allowed to explore the objects for 10 min. One hour after the morning session, one of the identical objects from the morning session was replaced (side randomized) with a novel object, then mice were allowed to explore the objects for 10 min. Videos were recorded with an overhead camera, and the movement of the mouse was tracked using the EthoVision XT17 (Noldus; Wageningen, the Netherlands). A mouse was considered exploring an object if the nose of the mouse was pointed toward the object and was within 2 cm of the object. Percent (%) time exploring novel objects was calculated using time spent (seconds) exploring objects as follows:

$$(\mathrm{novel}/(\mathrm{novel}\:+\:\mathrm{identical}))\:\times\:100\%$$

### Y-maze spontaneous alternation test

The Y-maze spontaneous alternation test was conducted to assess spatial working memory in mice. A Y-shaped maze where each arm was 120° from each other and 35 × 8 × 15 cm (*L* × *H* × *W*, white acrylic) in dimensions was used for this test. After being placed in the center of the maze, mice were allowed to move around the maze for 6 min. An overhead camera was used to record videos, and the movement of the mice was tracked using the EthoVision XT17 software. An arm entry was counted when the center point of the mouse traveled to the distal side of the arm (more than one-third of the arm length) and returned to the center of the maze. Non-repeating triplets were defined as when the mouse enters all three different arms consecutively. The percentage (%) alternation was calculated as:

$$((\#\;\mathrm{non}-\mathrm{repeating}\;\mathrm{triplets})/(\#\;\mathrm{total}\;\mathrm{arm}\;\mathrm{entries}\:-\:2))\:\times\:100\%$$

### Grid wire hang test

The grid wire hang test was conducted to assess isometric muscle endurance. A stainless-steel wire mesh screen with 1 × 1 cm grids and 1-mm wires supported on a plastic box (40 cm tall) was used for this test. Towels were placed at the bottom of the box to cushion the mice during falls. Mice were placed on the top of the screen, and the screen was gently shaken to ensure a firm grip. The screen was then inverted, and time to fall was recorded. All animals were tested twice with an intertrial interval of ~ 30 min. Maximal hanging impulse was calculated as:

$$\mathrm{maximum}\;\mathrm{hanging}\;\mathrm{time}\;(\mathrm s)\:\times\:\mathrm{body}\;\mathrm{weight}\;(\mathrm{kg})\:\times\:9.8\;\mathrm N\;\mathrm{kg}^{-1}$$

### Barnes maze

The Barnes maze test was conducted to measure spatial learning and memory in mice. On the first three testing days, mice underwent 1, 2, or 3 training trials per day with an intertrial interval of 15–30 min, followed by a probe trial on day 4. The maze consisted of a 92-cm white acrylic circular disk with 20 5-cm holes evenly distributed on the periphery and was elevated ~ 75 cm above the ground. An overhead LED light source was used to illuminate the maze, and signs were placed around the maze to be used as visual cues. A black escape box equipped with a step and fresh bedding was secured under the target hole as a shelter for the mice. For the training trials, mice were placed under an opaque bucket in the middle of the maze. After ~ 10 s, the light was turned on, the bucket was removed, and the mouse was allowed to explore the maze for 3 min or until they entered the escape box though the target hole. If the mice did not enter the escape box within 3 min, they were directed to the target hole and allowed to rest for at least 30 s. On the probe day, the escape box was removed, and mice were allowed to explore for 2.5 min. Videos were recorded with an overhead camera, and latency to target (s), pathlength to target (cm), and % time in target quadrant (s) were calculated using EthoVision XT17 software (Noldus; Wageningen, the Netherlands).

### Rotarod

The rotarod test assessing balance and motor function deficits was conducted on a Rota Rod Rotamex (Columbus Instruments). Clean towels were placed at the bottom of each lane to cushion the mice during falls from the rod. Mice were placed on the rod at 4 rpm which then accelerated at 1 rpm/6 s to a maximum of 40 rpm. Three trials were conducted each day for 2 days with an intertrial interval of at least 20 min. The latency to fall was recorded.

### Induction of hippocampal long-term potentiation by high-frequency stimulation

The preparation of mouse hippocampal slices and the induction of hippocampal long-term potentiation (hLTP) by high-frequency stimulation of the Schaffer collateral afferents were conducted as followed. Coronal slices (300 µm) of mouse hippocampus were prepared from APOE4 mice of CD and KD. The animals were subjected to deep anesthesia with isoflurane and decapitated. The brain was rapidly removed and transferred to a modified artificial cerebrospinal fluid (HI-ACSF) containing (in mM) 220 sucrose, 2 KCl, 0.2 CaCl_2_, 6 MgSO_2_, 26 NaHCO_3_, 1.3 NaH_2_PO_4_, and 10 d-glucose (pH 7.4, set by aeration with 95% O_2_ and 5% CO_2_). Coronal brain slices were cut in ice-cold modified artificial cerebrospinal fluid (ACSF) with the use of a DTK-1000 D.S.K. Microslicer (TedPella, Inc., Redding, CA, USA). The slices were immediately transferred into an ACSF solution containing (in mM) 126 NaCl, 3 KCl, 2 CaCl_2_, 1 MgCl_2_, 26 NaHCO_3_, 1.25 NaH_2_PO_4_, and 10 d-glucose (pH 7.4, set by aeration with 95% O_2_ and 5% CO_2_) for at least 40 min at controlled temperature of 35 °C. After subsequent incubation for at least 1 h at room temperature, hemi-slices were transferred to the recording chamber, which was perfused with standard ACSF at a constant flow rate of ~ 2 ml/min. Recordings of field excitatory postsynaptic potentials (fEPSPs) were obtained from the stratum radiatum of the CA1 region of the hippocampus after stimulation of the Schaffer collateral afferents. Extracellular recording electrodes were prepared from borosilicate capillaries with an outer diameter of 1.5 mm (Sutter Instruments) and were filled with 3 mM NaCl (resistance, 1–2 MΩ). Baseline stimulation rate was 0.05 Hz. FEPSPs were filtered at 2 kHz and digitized at 10 kHz with a MultiClamp 700B amplifier (Molecular Devices, Sunnyvale, CA, USA). Data was collected and analyzed with pClamp 10.3 software (Molecular Devices). Slope values of fEPSPs were considered for quantitation of the responses. After 10 min of stable baseline recording of fEPSPs evoked every 20 s by application of a constant current pulse of 0.2–0.4 mA with a duration of 60 ms at the current intensity set to evoke 50–60% of the maximal response, LTP was elicited by high-frequency stimulation (HFS), consisting of two trains of 100-Hz (1-s) stimulation with the same intensity and pulse duration used in sampling of baseline fEPSPs. Recording was then continued for 60 min with stimulation of fEPSPs every 20 s.

### RNA sequencing and gene ontology by ingenuity pathway analysis

RNA was isolated from 10 mg of frozen murine brain cortex (*N* = 4–6 per group; 22-month-old APOE4 males/females on control or ketogenic diet), using the RNeasy Mini Kit (QIAGEN) according to the manufacturer’s instructions. Extracted RNA was used for NGS library preparation following Illumina’s instruction (TruSeq Stranded Total RNA Library Prep Gold), while sequencing was performed on NovaSeq 6000 (Illumina) running in a 50-bp paired-end mode.

Quality control of raw sequences was performed using FASTQC (Babraham Institute). Samples were then aligned to the murine reference genome (*Mus musculus*; UCSC, mm10), using STAR. Mapped sequences were processed with HTSeq software, integrated into STAR, to count reads per gene as a first raw measure of gene expression levels. Samples were scaled using upper-quartile normalization while the unwanted variation was estimated through RUVg function from RUVSeq R package [17].

Differential expression analysis was conducted using the negative binomial GLM approach implemented in edgeR, and Benjamini–Hochberg procedure was used to adjust *p* value to obtain the false discovery rate (FDR).

All differentially expressed genes (DEGs) with FDR ≤ 0.1 and absolute fold change (FC) ≥ 1.5 were used as input for ingenuity pathway analysis (IPA) (QIAGEN), in order to identify canonical pathways and upstream regulators involved. All RNA-sequencing (RNA-seq) results are plotted using ggplot2 R package.

### Tissue homogenate preparation and western blot analysis

Hippocampi were homogenized in lysis buffer (150 mM NaCl, 10 mM NaH_2_PO_4_, 1 mM EDTA, 1% Triton X-100, 0.5% SDS) with protease inhibitor cocktail and phosphatase inhibitor (Sigma). Equivalent amounts of protein were analyzed by 4–20% Tris–Glycine gel electrophoresis (Invitrogen). Proteins were transferred to polyvinylidene difluoride membranes and probed with antibodies. Visualization was enabled using enhanced chemiluminescence (GE Healthcare Pharmacia). The following primary antibodies (dilutions) were used: phospho-CREB (1:1000, Cell Signaling, #9198), CREB (1:1000, Cell Signaling, #9197), phospho-ERK (1:1000, Cell Signaling, #9106), ERK (1:1000, Cell Signaling, #9102), and β-actin (1:5000, Cell Signaling, #3700). Secondary antibodies were HRP-conjugated anti-rabbit or anti-mouse antibody (1:1000, Cell Signaling, #7074 and #7076).

### Plasma analysis

At termination, blood was collected from cardiac puncture in EDTA tubes (Becton Dickinson; Franklin Lakes, NJ, USA). Plasma was isolated by centrifuging blood at 2000 × *g* for 15 min at 4 °C and sent to the UC Davis Nutrition Department for analysis. Enzymatic colorimetric assays were completed using kits according to the manufacturer’s instructions: free fatty acids (FujiFilm Wako Diagnostics, Mountain View, CA, USA), triglycerides, and total cholesterol (Fisher Diagnostics, Middletown, VA, USA). LDL and VLDL were precipitated using reagents from Abcam (Cambridge, MA, USA), and supernatant HDL-C was measured (Fisher Diagnostics, Middletown, VA, USA).

Concentrations of plasma cytokines and chemokines (IL-12p40, IL-12p70, IL-17, IL-1α, IL-1β, IL-2, CCL3, CCL4, CCL5, IL-6, TNF-α, GM-CSF, IFN-γ) were detected using Millipore’s MILLIPLEX Mouse Cytokine/Chemokine Magnetic Bead Panel as previously described [18]. Twenty-five microliters of plasma diluted 1:2 (run in duplicate) was incubated with capture antibody-coated beads in a 96-well filter-bottom plate overnight at 4 °C while shaking. After incubation, the plate was washed twice. Detection antibodies were then added and incubated for 1 h at room temperature with shaking. The reaction mixture was detected by the addition of streptavidin–phycoerythrin and incubated on a plate shaker at room temperature for 30 min. Following two washes, beads were resuspended in sheath fluid for 5 min on the plate shaker. The plate was then read on a Bio-Plex 200 system (Bio-Rad Laboratories; Hercules, CA, USA) and analyzed using Bio-Plex Manager software (Bio-Rad Laboratories).

### Statistical analysis

Statistics were performed using GraphPad Prism 10 (GraphPad Software Inc., San Diego, CA, USA). Descriptive statistics are expressed as mean ± standard error of the mean (SEM). Outliers within each group were identified using the ROUT method, a robust nonlinear regression-based method for evaluating the influence of outliers [19], and excluded from statistical analysis. For NOR test, animals with a total exploration time (novel + identical) < 3 s were excluded. The *z*-score for each domain cognitive test was calculated as the number of standard deviations from the mean of the reference group (combined male and female CD, male CD, and female CD), and a composite score was then computed by averaging the *z*-scores from the select domain tests to avoid redundant tests. The cognition score included % time exploring the novel object in the novel object recognition test, % alternation in the Y-maze, and latency to the target hole in the Barnes maze probe trial. The directionality of scores were adjusted, and a higher positive score indicated better performance. Prior to statistical inference tests, the analysis of residuals was performed to validate the normality and homoscedasticity assumptions using QQ and residual plots as well as D’Agostino and Pearson test for normality. For behavior analyses, two-way ANOVA was used to evaluate the overall main effects of sex and diet and its sex-by-diet interaction. Sex-specific group comparisons between diets were conducted using unequal variances (Welch’s *t*-test or Mann–Whitney test) if data were not normally distributed. In addition, the Benjamini–Hochberg’s FDR method was applied to control for multiple testing with an FDR < 0.1 being considered significant. For serum cytokine analysis, missing values of plasma cytokines below the limit of detection (LOD) were imputed as one-half of the marker-specific minimum of the detectable values prior to statistical analysis. Individual cytokine *z*-scores were calculated as the number of standard deviations from the overall mean of the pooled sample for each cytokine. The composite *z*-score was then computed by averaging the *z*-scores across pro-inflammatory cytokines (IL-12p40, IL-12p70, IL-17, IL-1α, IL-1β, IL-2, CCL3, CCL4, CCL5, IL-6, TNF-α, GM-CSF, IFN-γ). Two-way ANOVA was used to evaluate the overall main effects of sex and diet and its sex-by-diet interaction followed by Fisher’s least significant difference (LSD) post hoc tests for pairwise comparisons. For individual cytokine analysis, if data were not normally distributed, the data was log-transformed prior to statistical tests or analyzed using aligned ranks transformation ANOVA (IL-1β) as appropriate. For lipid analysis, the Bonferroni correction was used to adjust for multiple comparisons. For LTP and western blot, comparison of the mean values was performed using unpaired Student’s *t*-test, or two-way ANOVA with Tukey’s post hoc tests. Exact sample sizes and statistical test used for each comparison were provided in corresponding figure legends. Statistical significance was determined at two-sided *p* < 0.05.

## Results

### KD increases circulating BHB in APOE4 mice

Circulating BHB was measured to assess the level of ketosis with the KD vs. the CD. The KD elevated circulating BHB levels by approximately threefold in fed mice and twofold in fasted mice vs. CD (Fig. 1a, c). While mean BHB levels were not significantly different between KD males and females in fed or fasted state, variability in female BHB levels was greater than in males (Fig. 1b, d). Although all groups were fed isocaloric quantities, APOE4 mice fed KD for 12 months weighed significantly more than CD-fed animals (Supplementary Fig. 1a) and had an overall increase in fat mass (Supplementary Fig. 1c) and lean mass (Supplementary Fig. 1e). The increase in fat appears to be the primary contributor to the increase in body weight (Supplementary Fig. 1a–f). Although there were significant diet-related changes in body composition and body weight, the magnitude of these changes was small, and the body weights were at typical levels for aged mice.

**Fig. 1:**
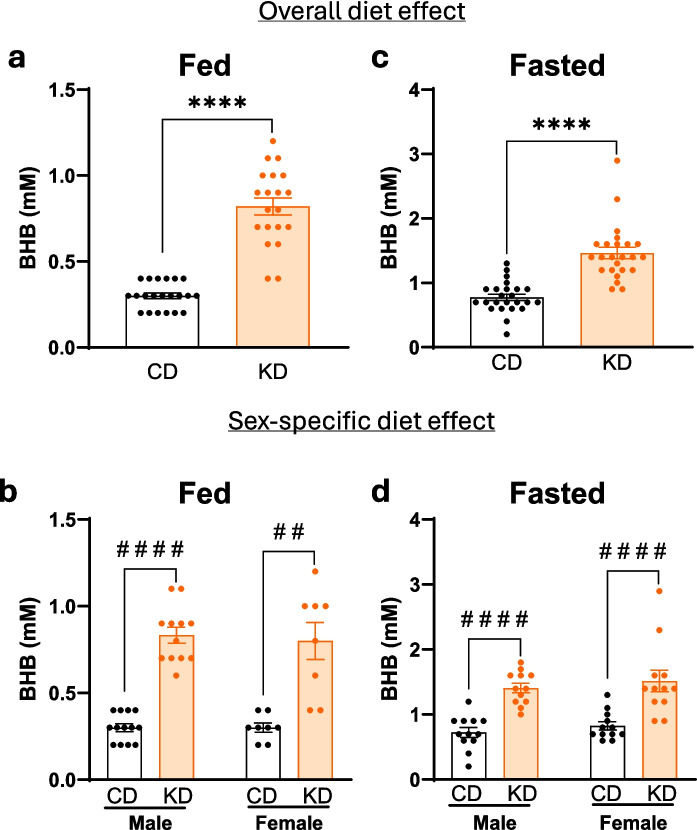
Ketogenic diet increases circulating β-hydroxybutyrate. Blood β-hydroxybutyrate (BHB) was measured in both male and female APOE4 mice fed a control diet (CD) or ketogenic diet (KD) in the fed (**a** and **c**, measured 3 h after the daily feeding) and fasted (**b** and **d**, immediately prior to meal period). Two-way ANOVA shows significant differences between diet groups, adjusted for sex, in the fed (*F*(1, 18) = 151.1) and fasted (*F*(1, 44) = 45.12) state, ****p < 0.0001. No significant sex difference and sex–diet interaction were found in the fed or fasted state. Data are presented as mean ± SEM, *n* = 8–13 per group. ^##^*p* < 0.01 and ^####^*p* < 0.0001 indicate significant differences between diets based on unequal variances Welch’s *t*-test or Mann–Whitney test

### KD increases total and high-density lipoprotein cholesterol levels

Plasma triglyceride, free fatty acid (FFA), total cholesterol, and high-density lipoprotein (HDL), and non-HDL (low- and very low-density lipoprotein) cholesterol levels were measured in fasted blood samples from APOE4 mice after 12 months on diet (Supplementary Table 2). Females had significantly lower total and HDL cholesterol level compared to males (sex main effect, *p* < 0.05). There was also a diet main effect involving total and HDL cholesterol (*p* < 0.001) with an increase in KD-fed mice. In particular, male animals fed KD were found to have significantly higher total and HDL cholesterol levels (*p* < 0.05) compared to CD. Females on KD showed a similar trend for an increase in total and HDL cholesterol, but this was not significant (*p* = 0.08). Furthermore, as the ketogenic diet has been shown to be beneficial to liver health and to reverse non-alcoholic fatty liver disease [20], liver weights were measured. We found that the KD had no effect on liver weight in either sex (Supplementary Fig. 1 g, h).

### KD increases muscle mass and muscle endurance

As the KD has been shown to preserve muscle function and mass in old age [10], representative muscles from the lower hindlimb were weighed. KD-fed APOE4 mice had relatively larger gastrocnemius muscles, compared to CD-fed mice (Supplementary Fig. 1i). When sexes were evaluated separately, male KD mice trended to have larger gastrocnemius muscles (male KD vs. CD *p* = 0.0635; Supplementary Fig. 1j). However, soleus muscle weight showed no difference between groups (Supplementary Fig. 1 k, l). The grid wire hang and rotarod tests were used to determine isometric muscle endurance and motor coordination in 22-month-old APOE4 mice. Overall, mice fed KD had improved performance compared to the CD in the wire grid hang test (Supplementary Fig. 2a). There was a significant improvement in isometric muscle endurance in male mice fed KD compared to CD, but this measure did not reach a significant difference between the two diet groups in female mice (Supplementary Fig. 2b). Rotarod performance was not significantly different between the diet groups when evaluated overall, by diet, or by sex (Supplementary Fig. 2c, d).

### KD improves composite cognitive score and significantly enhances spatial working memory in APOE4 females compared to CD

The overall effect of the KD on memory in 22-month-old APOE4 mice was measured with a composite cognitive score that combined cognitive measures of multiple discrete domains and was calculated as the mean of three domain *z*-scores (Barnes maze latency, Y-maze % alternating triplets, and NOR % time exploring novel objects) to yield an overall score. KD-fed APOE4 mice of both sexes had significantly higher composite *z*-scores compared to CD in APOE4 mice indicating a cognitive improvement (Fig. 2a; *p* < 0.05). When separated by sex, we observed the same trends in both APOE4 KD-fed females and males, although not statistically significant (Fig. 2b; female *p* = 0.068 and male *p* = 0.194). When each domain test was studied individually, KD-fed APOE4 mice showed a higher percentage overall of alternating triplets in the Y-maze compared to CD (Fig. 2c), indicating improved spatial working memory. However, when broken down by sex, the significant improvement in spatial working memory was only observed in female APOE4 mice fed KD vs. CD (*p* < 0.05), not in males (Fig. 2d; *p* = 0.44). There were no significant differences in NOR tests (Supplementary Fig. 3a, b) and in Barnes maze testing outcomes (Supplementary Fig. 3c, d) between the two diets in APOE4 mice.

**Fig. 2:**
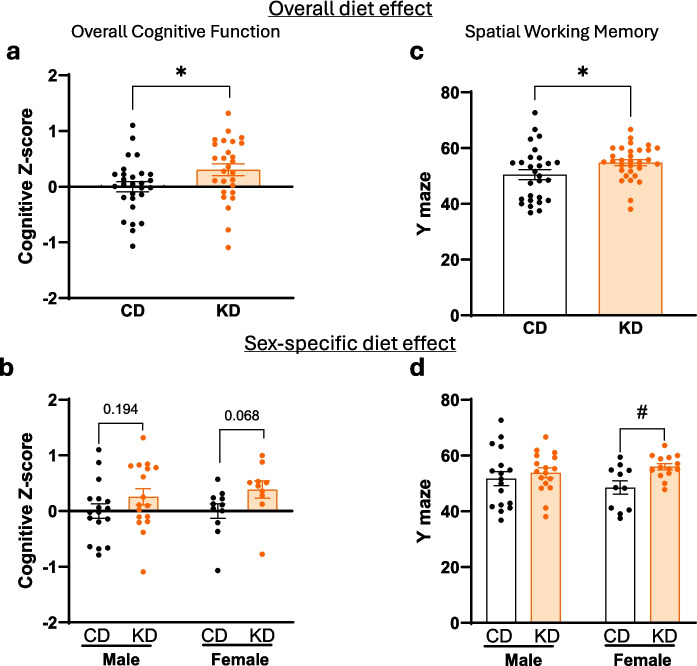
Ketogenic diet improves overall cognition and spatial memory. **a**, **b** Composite *z*-score of three domain cognitive tests (Y-maze (% alterations), Barnes maze (latency), and NOR (% time exploring novel object) was determined in male and female APOE4 mice fed a KD, normalized to the mean of the control diet. Two-way ANOVA shows a significant overall diet effect, adjusted for sex, *F*(1, 51) = 4.836, *p < 0.05). **c**, **d** Percent (%) of alternations in the Y-maze spontaneous alternation test showed a significant overall diet effect in % alternations adjusted for sex (*F*(1, 55) = 5.113, *p < 0.05). No significant sex difference or sex–diet interaction were found. Data are presented as mean ± SEM, *n* = 10–17 per group. ^#^*p* < 0.05 indicates significant differences between diets based on unequal variances Welch’s *t*-test (FDR < 0.1)

### KD rescues LTP in female APOE4 mice more than in males

LTP is thought to be a primary marker of synaptic plasticity, which is the neurophysiological basis of memory [21]. It was previously shown that expression of humanized APOE4 decreases LTP in 20-month-old mice [22]. Similarly, the 22-month-old APOE4 mice in our study on the CD had minimal fEPSP slope, around 110% of baseline (Fig. 3a, b). By contrast, age-matched APOE4 mice consuming KD for 12 months experienced significantly higher early- and late-phase LTP of around 140% of baseline (Fig. 3a, b). We then analyzed the data by sex, observing that only female APOE4 mice had a significant increase in the late phase of LTP when fed KD vs. CD (Fig. 3c, d). Although male LTP trended higher on KD, the difference was not significant (Fig. 3c, d).

**Fig. 3:**
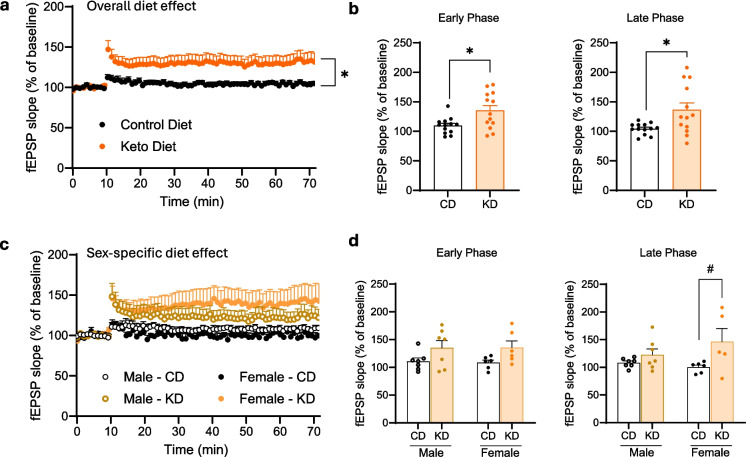
Ketogenic diet rescues LTP in APOE4 mice sex-specifically. **a**, **b** Time course scatter plot and bar graph of early and late phases of hLTP induced with high-frequency stimulation showing that ketogenic diet increases the amplitude of both early and late phases of LTP in APOE4 mice. **c**, **d** Time course scatter plot and bar graph of early and late phases of hLTP induced with high-frequency stimulation divided by sex. Data show that a ketogenic diet increases the amplitude of late phase of LTP in APOE4 female mice. Data were compiled from recordings using slices obtained from the groups of male/CD (*n* = 7), male/KD (*n* = 7), female/CD (*n* = 6), and female/KD (*n* = 6), and are presented as mean percent change in fEPSP slope ± SEM from baseline. Statistical analysis was performed by Student’s *t*-test and two-way ANOVA followed by Tukey’s post hoc tests. *p < 0.05; ^#^*p* < 0.05 within sex group

### Gene expression analysis of brain cortex of APOE4 mice reveals that KD enhances CREB synaptic plasticity pathway

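Total RNA was extracted from the frozen cortex of 20 APOE4 knock-in mice aged 22 months, which had been fed the control diet (CD) or the ketogenic diet (KD) for 12 months from the age of 10 months. The groups were 5 CD and 4 KD females, and 5 CD and 6 KD males, with 1 library per mouse. Stranded total RNA libraries were sequenced as 50-bp read pairs on a NovaSeq. The authors aligned the reads to mm10 with STAR and deposited the number of reads counted on each gene, without normalization. Which strand was counted is not stated. The counts per library summed to between 12207161 and 24674575 in CD females (median 17697342) and between 13589102 and 25756335 in KD females (median 19967209). They summed to between 15931191 and 29109990 in CD males (median 23068391) and between 14740328 and 27957243 in KD males (median 21435568). The library numbers fall into 2 series of 10 libraries, and each group has libraries in both. Totals were from 21015275 to 29109990 in series 1 and from 12207161 to 17697342 in series 2. None of the 41 pairs of mice within a group differed by as little as sampling noise, with chi-square per degree of freedom from 7.25 to 116. Xist was at 319 to 1364 CPM (counts scaled to the library total) in the females and at most 7.59 CPM in the males. The Y-linked gene Ddx3y averaged 203 CPM in the males and was at most 1.64 CPM in all females except CD female E228, which had 14.0 CPM. Mouse Apoe was between 1.33 and 3.34 CPM in all libraries. Starting from the counts, edgeR's quasi-likelihood test was run on the 15660 genes that passed its expression filter. All libraries were in one fit, with upper-quartile normalization and the library series as a term. The paper states that unwanted variation was estimated with RUVg, and its text gives neither the number of factors nor the control genes. That step was therefore run only as an alternative.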

RNA-seq analyses were carried out on brain cortex samples of male and female APOE4 mice, with at least four biological replicates for each condition, taking into account sex and diet regimen. We compared the transcriptomic profiles of APOE4 mice fed KD vs. CD, using a significance cutoff of FDR ≤ 0.1 and an absolute FC ≥ 1.5. The assessment of KD-regulated gene expression revealed 871 DEGs in females (573 up-regulated and 298 down-regulated) and 257 DEGs in males (183 up-regulated and 74 down-regulated) (Supplementary Table 3).

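At the thresholds of the paper (FDR 0.1 and a 1.5-fold change), 7 DEGs were found between KD and CD females, 3 higher and 4 lower on the KD. In males 0 DEGs were found. At an unadjusted p under 0.05 there were 1780 genes in females and 557 in males. The number of DEGs in females changed most without CD female E249, to 1046, and it was 906 without KD female E227. It was 0 without KD female E61 or E207, 1 without KD female E68 or CD female E62, E67 or E265, and 4 without CD female E228. Leaving out 1 male changes the estimate of the spread that all groups share. It gave 38 DEGs in females without KD male E59, 2 without CD male E58, 3 without CD male E251 or KD male E254, 4 without KD male E53, and 5 to 9 without any other male. With RUVg in place of the library series there were 34 DEGs in females with 1 factor and 242 with 2 factors. Under edgeR's likelihood ratio test there were 220 and under DESeq2 253, and each of these 4 fits gave 0 in males. In 12 fits with RUVg that were chosen after the values had been examined, the number was from 7 to 656 in females and from 0 to 134 in males. Within library series 1 there were 865 DEGs in females, and within series 2 there were 0, with 418 genes at an unadjusted p under 0.05. In 6 of the 7 the KD females did not overlap the CD females. By chance 1.59% of splits of these mice separate a single gene in this way, a share that does not apply to genes chosen by their small p. Ndst3 (chromosome 3 of GRCm38, 123526166 to 123690853), a heparan sulfate sulfotransferase gene that overlaps Gm42510, was at 34.3 ± 4.30 CPM (SD, n = 4) in KD females and 70.1 ± 3.83 CPM (SD, n = 5) in CD females. Its log2 fold change was -1.07 (standard error 0.151, adjusted p 0.0147 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Rab3b (chromosome 4, 108879063 to 108943324, overlapping 8030443G20Rik and Gm12736) was at 53.8 ± 11.0 CPM (SD, n = 4) on the KD and 29.3 ± 5.74 CPM (SD, n = 5) on the CD, a log2 fold change of 0.77 (adjusted p 0.0626). Otof (chromosome 5, 30367062 to 30461932) had a log2 fold change of 2.01 (adjusted p 0.0626). The other 3 were lower on the KD. C730002L08Rik (chromosome 19, 20410544 to 20552330, overlapping Aldh1a1 and 1500015L24Rik) had a log2 fold change of -2.13 and E430016F16Rik (chromosome 7, 78581066 to 78718220, overlapping Ntrk3) one of -2.01. Gpr115 (chromosome 17, 42656208 to 42697569), which the annotation lists as Adgrf4, had a log2 fold change of -1.56. In males the log2 fold changes were -0.31 for Ndst3, 0.13 for Rab3b and 1.21 for Otof. They were -0.46 for C730002L08Rik, -0.44 for E430016F16Rik and -0.55 for Gpr115, so each had its direction in females. No gene passed the thresholds for the interaction of diet and sex, so 7 against 0 DEGs does not show that the sexes differ. The counts of the 4 genes given with an overlapping gene are uncertain, since reads of the overlapping gene may have been counted on them. With the score of striatal marker genes as a covariate, there were 0 DEGs in females, with 888 genes at an unadjusted p under 0.05. This score was higher in 3 of the 4 KD females than in any CD female, so that the covariate takes up part of any effect of the diet as well.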

To identify which cellular processes are associated with the identified DEGs, these gene datasets were subject to IPA. Considering *z*-score greater than 2 or less than − 2 for significant activation or inhibition status in the pathway analysis, multiple canonical pathways were identified as significant (Fig. 4a). The KD activated several pathways known to be relevant to neuronal functions, especially in female mice. Among them, CREB (cAMP response element-binding protein) pathway was the primary process enhanced by the KD, encompassing CREB signaling in neurons, G-protein-coupled receptor signaling, and cAMP-mediated signaling. Furthermore, IPA identified the upstream regulators, i.e., the factors involved in the control of the expression of altered genes. 

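The gene sets of IPA were not used here. A list of 60 components of cAMP and CREB signalling, all tested, had a median log2 fold change of 0.041 between KD and CD females (adjusted p 0.500 from limma's camera test). Of its genes, 33 were higher and 27 lower on the KD. Without the 8 genes that are also striatal markers, the median was -0.013 (adjusted p 0.477). For 236 G-protein-coupled receptors the median was 0.13 in females (adjusted p 0.00239), with 150 higher and 86 lower. Without KD female E61 the median of the G-protein-coupled receptors in females was 0.078 (adjusted p 0.00674). With the striatal marker score as a covariate, it was 0.041 (adjusted p 0.294). In males the median of the receptors was 0.086 (adjusted p 0.124), and for G-protein-coupled receptors in males the adjusted p was 0.0303 without KD male E53. Camera was run with a preset correlation between genes of 0.01. Of the 40 tests of 20 lists in 2 sexes, 14 passed an adjusted p of 0.05 under camera, 11 under fry and 0 with an estimated correlation. The receptors in females passed under fry (adjusted p 0.0434) and not with an estimated correlation (adjusted p 0.174).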

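Creb1 (chromosome 1 of GRCm38, 64532645 to 64604548), the gene of the transcription factor itself, was at 166 ± 13.5 CPM (SD, n = 4) in KD females and 176 ± 32.5 CPM (SD, n = 5) in CD females. Its log2 fold change was -0.10 (standard error 0.117, adjusted p 0.842 from edgeR's quasi-likelihood test). Esr1 (chromosome 10, 4611593 to 5005614), which encodes an estradiol receptor, had a log2 fold change of 0.28 in females (standard error 0.582, adjusted p 0.932). The log2 fold change of Esr1 in females was 1.33 within library series 1 and -0.46 within series 2. The mRNA of Creb1 or Esr1 measures neither the activity of CREB1 nor the amount of estradiol. The paper names these regulators from IPA of the DEGs, and it measured CREB phosphorylation in hippocampus. The mRNA values test neither. A list of 30 genes that CREB induces upon neuronal activity, such as Fos, Arc and Bdnf, had a median log2 fold change of -0.013 in females (camera, adjusted p 0.966), with 15 higher and 15 lower. The median was -0.36 within library series 1 (adjusted p 0.124) and 0.35 within series 2 (adjusted p 0.0793), so that the direction of the activity-induced CREB target genes in females was opposite in the 2 series.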

CREB1, estradiol, and l-DOPA emerged as the most likely (*z*-score > 2) mediators of the transcriptional remodeling triggered by KD in females (Fig. 4b). In addition, several genes known to activate the synaptic plasticity factor CREB were significantly induced by KD in female but not in male APOE4 brains (Fig. 4c). These include dopamine receptor D1 (Drd1), adenylate cyclase 5 (Adcy5), and dopamine and cAMP-regulated phosphoprotein 32 kDa (Darpp32, also known as protein phosphatase 1 regulatory inhibitor subunit 1B, Ppp1r1b).

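Drd1, which the files list as Drd1a (chromosome 13 of GRCm38, 54051183 to 54055705), was at 225 ± 132 CPM (SD, n = 4) in KD females and 42.1 ± 51.0 CPM (SD, n = 5) in CD females. Its log2 fold change was 2.09 (standard error 0.871, adjusted p 0.364 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the 126 splits of these females, a two-sided exact permutation test on log2 CPM gave p = 0.0556, with 0.00794 the smallest p possible. KD female E227 was at 30.0 CPM and CD female E249 at 133 CPM. Without E249 the log2 fold change was 3.39 and the adjusted p 0.0233. Adcy5 (chromosome 16, 35154877 to 35305738, overlapping Gm25179 and Gm49702) was at 232 ± 123.1 CPM (SD, n = 4) on the KD and 66.7 ± 22.1 CPM (SD, n = 5) on the CD, a log2 fold change of 1.63 (adjusted p 0.226). The exact permutation test gave p = 0.0397. Adcy5 passed the threshold under edgeR's likelihood ratio test (adjusted p 0.0661), under DESeq2 (adjusted p 0.0948), without E249 (adjusted p 0.0391) and without E227 (adjusted p 0.0349). Ppp1r1b (chromosome 11, 98348404 to 98357796, overlapping 1700003D09Rik) was at 124 ± 73.5 CPM (SD, n = 4) on the KD and 22.4 ± 8.99 CPM (SD, n = 5) on the CD. Its log2 fold change was 2.12 (adjusted p 0.281), and the exact permutation test gave p = 0.0397. The overlaps leave the counts of Adcy5 and Ppp1r1b uncertain. Ppp1r1b passed the threshold without E249 (adjusted p 0.0674) and without E227 (adjusted p 0.0884). With 1 female left out, the lowest log2 fold changes were 1.26 for Drd1, 0.98 for Adcy5 and 1.29 for Ppp1r1b. The largest adjusted p in these fits was 0.916 for Drd1, 0.770 for Adcy5 and 0.864 for Ppp1r1b. Within library series 1 the log2 fold changes of Drd1, Adcy5 and Ppp1r1b were 3.77, 1.80 and 2.86, and within series 2 they were 1.58, 1.62 and 1.89. Of 20 striatal markers, these 3 genes included, 20 were higher in KD females, with a median log2 fold change of 2.10 (camera, adjusted p 2.6e-15). This median was 1.14 without KD female E207 and 3.35 without E249, the lowest and the highest with 1 female left out. For this list the adjusted p was 0.0434 under fry and 0.163 with an estimated correlation. The list was written after the paper's DEGs had been read, and 18 of its 20 genes are among those in females. It is therefore not independent of these libraries. With the score of the other 17 as a covariate, the log2 fold changes of the 3 genes were 0.18, 0.32 and 0.045. An effect of the diet on these genes would shrink in the same way, since the score followed the diet in most females. From the increase of these genes in KD-fed females, the paper states that the KD induced genes that activate CREB.

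**Figure D1:**
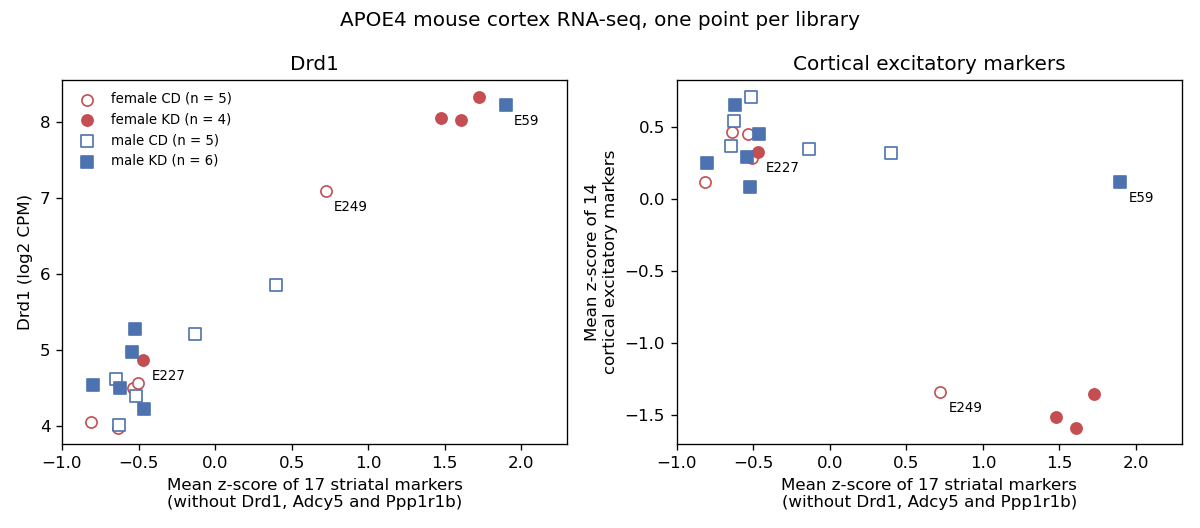
Each point is 1 cortex library of an APOE4 mouse, by sex and diet. The x axis of both panels is the mean z-score of the 17 striatal markers other than Drd1, Adcy5 and Ppp1r1b, and the y axis is Drd1 in log2 CPM (left) or the mean z-score of 14 cortical excitatory markers (right). KD female E227, at -0.47 on the x axis, lies among the CD females, CD female E249 lies at 0.72, and KD male E59 lies at 1.90.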

**Fig. 4:**
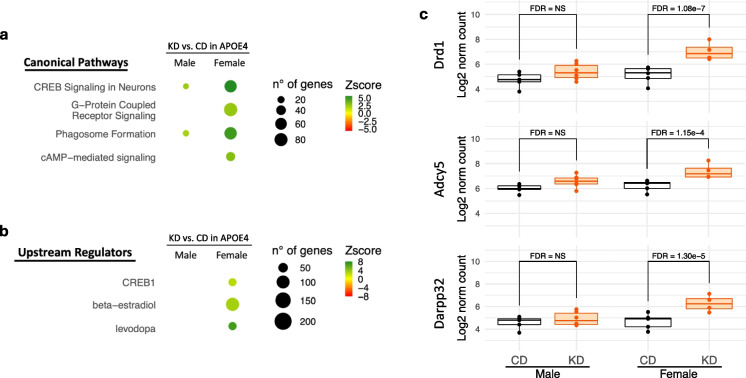
Ketogenic diet improves CREB signaling pathway. Canonical pathways (**a**) and upstream regulators (**b**) were obtained by ingenuity pathway analysis of differentially expressed genes associated with ketogenic diet effects in APOE4 mouse brain. Terms with *p* value < 0.05 are reported. Colors are related to degrees of *z*-scores while dimensions of dots reflect the number of genes involved. **c** Quantitative analysis of Drd1, Adcy5, and Darpp32 expression in CD- and KD-fed male (left) and female (right) mice is shown. A false discovery rate (FDR) is reported in a plot when significant at FDR ≤ 0.1; otherwise, NS indicates non-significant

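A list of 59 tested genes of phagocytosis receptors and machinery, such as Fc receptors, integrins and Rac genes, had a median log2 fold change of 0.27 between KD and CD females (camera, adjusted p 3.7e-07), and 48 of its genes were higher. For this list in females the adjusted p was 0.0408 under fry and 0.163 with an estimated correlation. The score of CD female E249 on it was 0.618, above KD females E207 (0.497) and E227 (0.0615) and below E61 (1.07) and E68 (0.980). Without CD female E249 the median was 0.41. In males the median was 0.023 (adjusted p 0.363), and 38 were higher. The test of the difference between the sexes gave an adjusted p of 2.3e-06 under camera, 0.206 under fry and 0.141 with an estimated correlation. The median of phagocytosis receptors and machinery in females was 0.46 within library series 1 (adjusted p 1.6e-07) and 0.037 within series 2 (adjusted p 0.507), and with the striatal marker score as a covariate it was 0.034 (adjusted p 0.164). The 14 microglial markers were all higher in KD females, with a median log2 fold change of 0.36 (camera, adjusted p 5.6e-07). For these markers the adjusted p was 0.0400 under fry and 0.163 with an estimated correlation. With the same covariate their median was 0.21 (adjusted p 0.00494).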

Another transcriptomic pathway enhanced sex-specifically by KD was phagosome formation, which was increased more in females than in males (Fig. 4a). Microglial phagocytosis of beta-amyloid is thought to facilitate its clearance and reduce its toxicity [23].

### KD significantly induces p-CREB and p-ERK biochemical pathways, thought to underlie synaptic plasticity, only in female APOE4 mice

As transcriptomics pointed toward synaptic plasticity pathways involving CREB, the activities of CREB and ERK proteins were also investigated. Hippocampal western blots demonstrated significantly increased phosphorylation of both CREB and ERK only in KD-fed APOE4 females, not males, vs. their CD counterparts (Fig. 5).

**Fig. 5:**
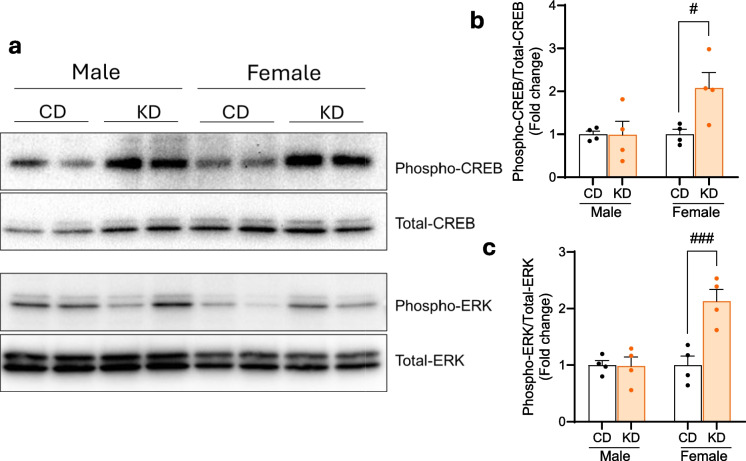
Ketogenic diet’s biochemical effect is significant in female hippocampi. **a** Representative western blot and **b**, **c** quantification of phospho-CREB and phospho-ERK. Ketogenic diet increases the expression of phospho-CREB and phospho-ERK in female APOE4 mice. Data are presented as means ± SEM. *n* = 4 in all group. Statistical analysis was performed by two-way ANOVA followed by Tukey’s post hoc tests. ^#^*p* < 0.05; ^###^*p* < 0.001

### KD significantly reduces circulating inflammatory cytokines vs. CD in APOE4 females only

Circulating pro-inflammatory cytokines were assessed in plasma samples from APOE4 mice after 12 months on CD or KD, and composite inflammation score of 13 pro-inflammatory cytokines was calculated (Fig. 6a, b). Overall, there were both sex (*p* < 0.05) and diet (*p* < 0.05) effects on systemic inflammation. On CD, APOE4 females had a significantly higher inflammation score compared to APOE4 males (*p* < 0.01), which was significantly decreased (*p* < 0.05) when fed KD (Fig. 6b). The concentrations of each of the 13 cytokines were summed in Fig. 6c. Females on CD had a significantly higher summed concentration of cytokines than males on CD by around threefold. KD significantly reduced the female sum of cytokines compared to CD about twofold. When assessed individually, KD significantly lowered 9 of 13 circulating systemic cytokines in females compared to CD (Supplementary Fig. 4).

**Fig. 6:**
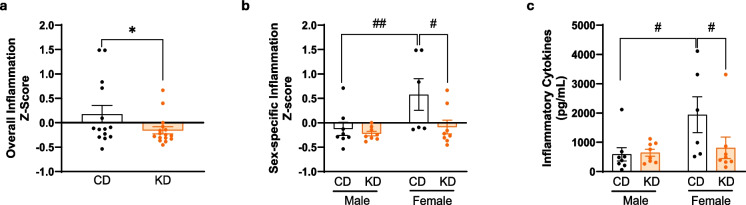
Ketogenic diet reduces circulating inflammatory cytokines in female APOE4 mice. **a**, **b** Composite *z*-score of 13 pro-inflammatory cytokines (IL-17, IFN-γ, TNF-α, CCL3, CCL4, CCL5, IL-2, IL-12p70, IL-12p40, IL-6, IL-1α, IL-1β, GM-CSF) was determined in male and female APOE4 mice fed CD or KD, and the data were normalized to the global *z*-score. Two-way ANOVA shows a significant overall diet effect (*F*(1, 26) = 5.174, *p < 0.05). **c** Sum of pro-inflammatory cytokines showed a significant overall sex effect (*F*(1, 26) = 4.881, *p* < 0.05). Data is presented as mean ± SEM, *n* = 6–8 per group. ^#^*p* < 0.05 and ^##^*p* < 0.01 indicate significant differences between groups based on Mann–Whitney test or uncorrected Fisher’s LSD

## Discussion

APOE4 is the strongest genetic risk factor for Alzheimer’s disease and has a disproportionately greater impact in women. APOE4 inheritance increases AD risk fourfold by age 70 in females relative to non-carrier females, while the increase in AD risk in E4-bearing males is threefold [1, 2]. The allele frequency of APOE4 is about 20%; thus, in the US population of approximately 340 million, there are around 68 million individuals carrying at least one APOE4 allele, putting around 34 million females at increased risk of AD. In addition, the presence of an APOE4 allele increases the chance of experiencing an adverse event to modern antibody-directed beta-amyloid lowering strategies (e.g., Leqembi) [24–27]. Thus, women bearing APOE4 are the population at highest risk of AD and could specifically benefit from novel dietary and therapeutic strategies.

Furthermore, humans bearing APOE4 experience a brain bioenergetic defect long before the onset of dementia. Both glucose and lipid-derived ketone bodies support the bioenergetic health of the brain [28]. In this work, we tested the hypothesis that providing APOE4 mice with alternative metabolic support through KD, which induces endogenous BHB production, would ameliorate their cognitive and memory deficits.

Long before the age of onset of MCI or AD, young adult APOE4 carriers (~ 32 years) show impaired cerebral glucose uptake and utilization [4–6, 8], and upregulation of glucose transporters [7]. As a consequence of APOE4 inheritance, these individuals experience a significant increase in the BHB-metabolizing proteins SCOT, AACS, and BHB transporter protein MCT2 in their brains [7]. Similar to humans, APOE4 female mice produce and metabolize more ketones than their APOE3 counterparts [9]. These results in humans and mice are consistent with the hypothesis that inheritance of APOE4, because it is known to carry less lipid than APOE3, may set up a bioenergetic deficit that can be overcome by KD-mediated lipid supplementation.

We found that KD rescues multiple memory deficits in APOE4 mice. Feeding KD for 12 months significantly rescued overall cognitive functions measured by composite score, spatial working memory, and LTP outcomes in APOE4 mice when both sexes were combined. When sexes were separated, spatial working memory and LTP were significantly improved in female APOE4 mice only (Figs. 2 and 3). There was no significant difference in fed or fasting BHB levels between females and males (Fig. 1), suggesting that any female-specific benefit was not the result of higher BHB level in females. In addition, KD affected fivefold more CREB-related genes in females than in males (69 vs. 14 genes) (Fig. 4a). 

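The genes of the CREB pathway in IPA were not used here. Among the 60 components of cAMP and CREB signalling, 14 were higher and 7 lower in KD females at an unadjusted p under 0.05. In males 3 were higher and 1 lower. Without the striatal markers, 6 were higher and 7 lower in females. Adjusted over the list alone, at FDR 0.1 and a 1.5-fold change, 6 of the 60 changed in females and 0 in males. At these thresholds over all genes tested, 0 of the 60 passed in either sex. For the interaction of diet and sex, 25 of the 60 were higher and 35 lower, and camera gave an adjusted p of 0.588. Camera tests for a shift in one direction, so that it does not show whether a list whose members go both ways differs between the sexes.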

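Among the 59 phagocytosis genes, 10 were higher and 0 lower in KD females at an unadjusted p under 0.05, and in KD males 2 were higher and 1 lower. Adjusted over the list alone, at the thresholds for DEGs, 1 gene passed in females and 1 in males. Over all genes tested 0 of them passed in either sex. The gene with the smallest p for the interaction of diet and sex, Fcgr4 (chromosome 1 of GRCm38, 171018920 to 171029761, overlapping Gm26110, which leaves its count uncertain), is one of this list. Its log2 fold change was 1.61 in females and -1.71 in males (adjusted p 0.116 for the interaction from edgeR's quasi-likelihood test), at no more than 1.20 CPM in any library. Fcgr4 was singled out after its values were seen.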

Female APOE4 mice had over fourfold more phagosome pathway–associated genes affected than males (71 vs. 16 genes) (Fig. 4a). KD significantly induced individual upstream regulators of CREB Drd1, Adcy5, and Darpp32, but only in females (Fig. 4c). 

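In males, Drd1 was at 72.3 ± 112 CPM (SD, n = 6) on the KD and 31.0 ± 16.7 CPM (SD, n = 5) on the CD, a log2 fold change of 1.15 (standard error 0.776, adjusted p 1.00 from edgeR's quasi-likelihood test). KD male E59 had 299.5 CPM, and without this mouse the log2 fold change of Drd1 in males was -0.23. The log2 fold changes in males were 0.83 for Adcy5 and 0.97 for Ppp1r1b, and without E59 they were 0.17 and -0.58. In two-sided exact permutation tests over the 462 splits of the males, p was 0.673 for Drd1, 0.515 for Adcy5 and 0.972 for Ppp1r1b. The difference between the sexes was itself tested as the interaction of diet and sex. It was 0.94 on the log2 scale for Drd1 (standard error 1.14), 0.80 for Adcy5 (standard error 0.650) and 1.15 for Ppp1r1b (standard error 0.992). With each library left out in turn it ran from 0.14 to 2.59 for Drd1, from 0.18 to 1.50 for Adcy5 and from 0.38 to 2.87 for Ppp1r1b, lowest without KD female E207 and highest without KD male E59 for each. The adjusted p of each interaction was 1.00, and 0 genes in all passed for the interaction, with 335 at an unadjusted p under 0.05.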

Consistent with these transcriptional results, KD induced the biochemical synaptic plasticity pathway enzymes p-CREB and p-ERK in the hippocampi of female APOE4 mice only (Fig. 5). Based on these findings, we propose two potential mechanisms for KD’s female-specific rescue of spatial working memory and LTP (Fig. 7).

**Fig. 7:**
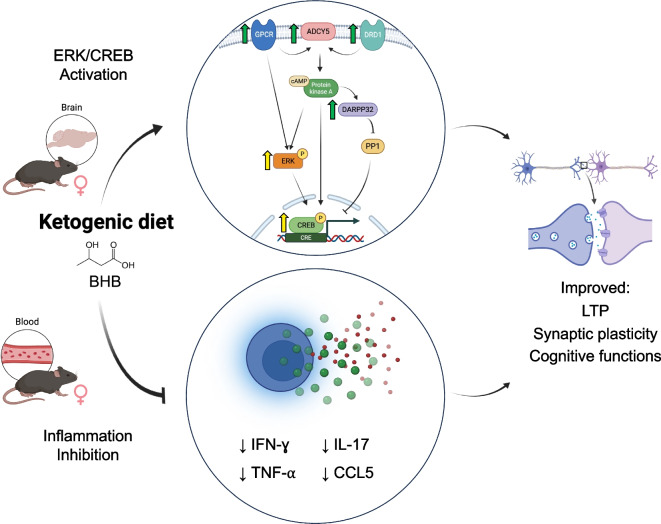
Ketogenic diet enhances LTP, synaptic plasticity, and cognitive functions in female APOE4 mice via systemic inflammation reduction and CREB-dependent gene expression remodeling. Schematic representation of the dual mechanisms by which long-term KD enhances cognitive functions in female APOE4 mice. At the systemic level, KD reduces circulating pro-inflammatory cytokines (e.g., IFN-γ, TNF-α, IL-17, CCL5), leading to decreased peripheral inflammation. In parallel, KD-induced activation of G-protein-coupled receptors (e.g., Drd1, Gpr52, Gpr83) stimulates ERK-CREB signaling in the brain, triggering transcriptional remodeling of genes involved in synaptic plasticity. Together, these pathways converge to improve synaptic function and cognitive performance. Green and yellow arrows indicate increases in RNA and phosphoprotein levels, respectively

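Gpr52 lies on chromosome 1 of GRCm38 from 160574717 to 160579704, within Rabgap1l, so that its counts are uncertain. It was at 35.3 ± 19.0 CPM (SD, n = 4) in KD females and 13.5 ± 13.1 CPM (SD, n = 5) in CD females. Its log2 fold change was 1.32 in females (standard error 0.623, adjusted p 0.434 from edgeR's quasi-likelihood test) and 1.04 in males (standard error 0.563, adjusted p 1.00). With 1 male left out, the log2 fold change of Gpr52 in males ran from 0.31 to 1.21. Without CD female E249 the adjusted p of Gpr52 in females was 0.0316. With the striatal marker score as a covariate its log2 fold change in females was -0.17 (adjusted p 0.899). Gpr83 (chromosome 9, 14860210 to 14870789) was at 44.0 ± 21.7 CPM (SD, n = 4) in KD females and 18.2 ± 2.40 CPM (SD, n = 5) in CD females, a log2 fold change of 1.11 (standard error 0.302, adjusted p 0.202). It passed the threshold within library series 1 (adjusted p 0.0332), under the likelihood ratio test (adjusted p 0.0479) and under DESeq2 (adjusted p 0.0413). It also passed without E249 (adjusted p 0.0326) and without E227 (adjusted p 0.00238). Within library series 2 the log2 fold change of Gpr83 in females was 0.78 (adjusted p 0.834), and with the striatal marker score as a covariate it was 0.28 (adjusted p 0.840). In two-sided exact permutation tests in females, p was 0.111 for Gpr52 and 0.103 for Gpr83. In males the log2 fold change of Gpr83 was 0.21.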

First, APOE4 inheritance increases inflammation that inhibits memory, and KD reduces that inflammation, preserving memory. It has been proposed that increased inflammation through complement system and microglia may reduce synaptic plasticity and memory in multiple mouse models of AD [29]. APOE4 mice have impaired memory on CD [30–32] and increased inflammatory poise of the innate immune system that includes macrophages and microglia [33]. In addition to the general increase in innate immune system activation conferred by APOE4, female APOE4 mice on CD have increased inflammation of primary microglia, astrocytes, and neutrophils vs. males [34–36], and a correlated pro-inflammatory status of peripheral and brain cytokines [37]. In humans, likewise, APOE4 inheritance increases the inflammatory tone of innate immune system cells, resulting in elevated levels of pro-inflammatory cytokines in the bloodstream [38, 39], and microglial activation in the brain as measured by Iba1 staining [40]. Thus, APOE4 confers an increase in the inflammatory tone of the innate immune system, with increased circulating inflammatory cytokines, and increased microglial inflammation in the brains of APOE4 humans [38–40] and mice [33, 34, 36].

Consistent with previous findings in APOE4 mice [33], we show significantly increased peripheral cytokines in female APOE4 mice on CD (Fig. 6b, c). KD significantly reduced inflammatory status in aggregate across sexes vs. CD (Fig. 6a), specifically lowering 9 of 13 circulating cytokines in female mice (Supplementary Fig. 4). We have previously demonstrated a dose-dependent anti-inflammatory effect of KD (both intermittent and continuous KD) on peripheral inflammatory cytokines in aged C57BL/6 mice vs. CD.

We previously showed that the KD’s suspected active principle, BHB, is dose-dependently anti-inflammatory to beta-amyloid-inflamed human-induced pluripotent stem cell (iPSC)-derived microglia, most potently at the 1 mM BHB concentration that is physiologically reached on KD but not on CD [13]. BHB injected intraperitoneally reduced Iba1-positive microglia, microglia-derived inflammatory cytokines, and microglial inflammasome formation in the brains of 5XFAD mice [15]. Similarly, KD fed to PS1/APP mice significantly reduced Iba1, CD11b, CD68, and Dectin-1 microglial inflammation markers [13]. Thus, it is possible that the KD, by suppressing inflammation peripherally and in the CNS, improves memory outcomes [41].

APOE4 inheritance causes a general increase in inflammatory tone in humans [38–40] and mice [33, 34, 36], and we observed a significantly higher level of 7 of 13 inflammatory cytokines in female vs. male mice (Supplementary Fig. 4). Colton’s group has shown that APOE4 inheritance not only increases innate immune inflammation (including macrophages and microglia) vs. APOE3 [33], but also suppresses the anti-inflammatory effect of beta-estradiol [29]. Thus, our observation of a female-specific elevation in pro-inflammatory cytokine levels on CD, compared to males, could result from estrogen’s reduced anti-inflammatory potency in the female APOE4 context.

Beta-estradiol levels decline in women after menopause. Analogously, beta-estradiol falls in aging female mice that lose estrous cycling [42]. If the results observed in APOE4 mice were to translate to humans, postmenopausal APOE4 women would face an increased risk of inflammation for at least two reasons: the natural drop in beta-estradiol levels after menopause, and an APOE4-dependent reduction in response to beta-estradiol’s anti-inflammatory effects.

The second potential mechanism involves KD-induced activation of the CREB synaptic plasticity pathway, specifically in APOE4 females. CREB is an important supporter of synaptic plasticity and memory [43] and disruption of CREB causes neurodegeneration [44]. Others have shown that CREB is deficient in APOE4 female mice [30, 31], and these animals have more spatial learning and memory deficits than males on CD [32]. Here we show that KD induced more CREB pathway–related genes in female than in male APOE4 brains (Fig. 4). Thus, a KD- and female-specific rescue of CREB signaling could explain the increase in synaptic plasticity–dependent endpoints LTP (Fig. 3d) and spatial working memory (Fig. 2d), uniquely in female APOE4 mice. A speculative possibility that unifies the two mechanisms above is that the female-specific rise in inflammation may cause decreased CREB in APOE4 females; however, further experiments are needed to confirm this hypothesis.

Alternatively, APOE4 inheritance shifts metabolism toward an increased utilization of ketone bodies, which are insufficiently produced while following a standard carbohydrate-rich diet. Indeed, APOE4 presence redirects substrate utilization from more insulin- and carbohydrate-dependent to more lipid- and ketone-dependent in mice [9]. Shang et al. showed that female APOE3 and APOE4 mice have higher plasma ketones than males at 6 months, as if females are more reliant on ketones as a metabolic substrate than males, and aged APOE4 females had approximately twice the circulating ketone levels compared to APOE3 females and both APOE3 and APOE4 males [9]. Consistent with this, APOE4 inheritance resulted in a lower circulating insulin level at 16 months and significantly lower blood glucose at 6 months, supporting the hypothesis that APOE4 inheritance shifts metabolism away from carbohydrates and toward lipids and ketones [9].

This metabolic shift was preserved in the hippocampus, in which APOE4 females experienced a significant rise in fatty acid oxidation transcripts required to metabolize ketones relative to APOE3. Along with these metabolic changes, female APOE4 mice also experienced the largest relative rises in inflammatory changes in interferon response and MHC-related genes [9]. These findings are consistent with the view that female-specific and APOE4-dependent increase in ketone metabolism, and the relative shortage of those ketones on a carbohydrate-based diet may cause increased inflammatory profile specifically in those APOE4 females.

We observe that the ketogenic diet rescues multiple aspects of memory and suppresses inflammation in APOE4 females. There are similar relationships among mice and humans with respect to APOE4-dependent inflammation. When mice inherit humanized APOE4 vs. APOE3, they show a higher inflammatory status in the periphery [33], and in the brain [34–36], just as is seen in humans that carry the APOE4 allele [38–40]. Hyperinflammation in brain has been proposed to contribute to Alzheimer’s disease [41], so ameliorating brain inflammation could improve memory outcomes in APOE4 humans.

Moreover, in mice, inheritance of human APOE4 causes higher levels of blood ketones to be produced in females and causes increased expression of transcripts of fatty acid oxidation in their hippocampi [9]. Similarly, in humans, APOE4 inheritance changes brain bioenergetics [4–6, 8], and induces the BHB transporter protein MCT2 and the BHB-metabolizing proteins SCOT and AACS in their brains [7]. One implication is that APOE4 inheritance in humans increases reliance on ketones in both sexes, but this reliance may be stronger in females, suggesting that females could derive greater benefit from a KD.

While we previously did not observe an increase in fat or body weight with KD in aged male mice [10] or in male or female PSAPP mice [13], here we found that KD significantly increased both. The increase we see here in fat and body weight in the APOE4 mice may represent a difference in lipid partitioning or lipid metabolism resulting from APOE4 inheritance. Others have shown that APOE4 mice weigh less and have smaller epididymal fat pads compared to APOE3 mice [45] when fed a high-fat Western diet. This inverse effect on body weight and fat between a Western (high fat and cholesterol with carbohydrates) and a ketogenic (high fat, high cholesterol, and almost no carbohydrate) diet requires additional research to determine which diet components influence body composition in APOE4 mice.

While this study provides compelling evidence of the benefits of the KD in APOE4 mice, several limitations should be noted. First, the study was conducted in a single APOE4 mouse model, and it remains unclear whether these findings will translate to humans. Second, the mechanisms of KD’s female-specific benefit are not yet fully understood and warrant further investigation. Finally, the long-term effects of the KD on brain health and cognitive function in aging populations need to be explored through clinical trials.

In conclusion, since APOE4 women experience high AD risk and a KD has been used in multiple clinical trials [46], our study suggests that a KD may provide significant benefit to synaptic plasticity, cognition, and inflammation in women bearing APOE4.

## Supplementary Information

Below is the link to the electronic supplementary material.

ESM1 (XLSX.9.59 KB)

ESM2 (XLSX.10.1 KB)

ESM3 (XLLSX.91.4 KB)

ESM4 (PDF.384 KB)

## Data Availability

RNA-seq data are deposited on the GEO repository and are accessible with the number GSE301153.

How the deposited data were processed for this re-analysis (not part of the article)

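The samples were cortex libraries of 20 APOE4 mice, 5 CD females, 4 KD females, 5 CD males and 6 KD males. The authors aligned the reads to mm10 with STAR and deposited counts of reads per gene, without normalization, 1 library per mouse. The versions of the aligner and the gene annotation are not stated. Rows for reads on no gene are absent from the tables used. Groups were taken from the sample labels and the paper, where the labels' SD is the paper's CD, and the library series from the library numbers in the labels. Replicates are identified by animal, and no number is shared between groups.

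From the deposited counts, CPM (counts scaled to each library's total) were computed, and log2 CPM with a prior count of 2. Of the 23413 gene names, 21777 matched the GENCODE annotation of GRCm38, which gave the coordinates. Those of Gpr52, E430016F16Rik and Gpr115 came from RefSeq GRCm38.p6. Differential expression was tested in R 4.3.3 with edgeR 4.0.16, on the 15660 genes that passed filterByExpr. Counts were scaled by upper-quartile normalization, and the model had the 4 groups and the library series. The quasi-likelihood F test was used with robust dispersion estimates, Benjamini-Hochberg adjustment, and DEGs at FDR 0.1 and a 1.5-fold change. One fit gives both sexes the same estimate of the spread. The interaction is the effect of the diet in females minus that in males.

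The genes named in the text are those that the paper names, Esr1, the label-check genes, members of the lists, and the 5 higher and 5 lower DEGs of smallest p in each sex whose KD and CD libraries do not overlap. Zfp503 is outside this rule and was named after its values were seen. Gene lists were tested with camera of limma 3.58.1 with a preset correlation of 0.01, and with fry and an estimated correlation as alternatives. Lists with at least 5 tested genes were used, 20 in all, and adjustment was over both sexes, or separately for the interaction. They held markers of striatum (with and without Drd1, Adcy5 and Ppp1r1b), cortical excitatory neurons, basal forebrain cholinergic neurons, hypothalamus, hippocampus, thalamus, choroid plexus, inhibitory neurons, microglia, disease-associated microglia, astrocytes, oligodendrocytes and endothelium. The others held CREB target genes, cAMP-CREB components (with and without striatal markers), G-protein-coupled receptors, phagocytosis genes, and ketone and fatty acid metabolism. The lists were written before the counts were examined but after the paper's Supplementary Table 3 had been read, and 18 of the 20 striatal markers are in its table for females. Of these 20, 8 are also in another list. A score is the mean z-score of a list's log2 CPM in a library.

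Alternatives were TMM normalization, DESeq2's size factors, no filter, at least 10 counts in every library, no series term, RUVg with 1 or 2 factors, each sex fitted separately, each series alone, the striatal score as a covariate, the edgeR likelihood ratio test, the Wald test of DESeq2 1.42.0, other thresholds, and leaving out each mouse in turn. For RUVg, all but the 5000 genes of smallest p served as controls, and the method was written anew for this work. Further RUVg fits were chosen after the values had been examined. Other splits of the mice into groups of the same sizes were compared in 100 draws. On counts simulated from these libraries, 80.5% of 200 genes changed 2-fold in females were recovered, with 13 unchanged genes called, and 0 genes were called where none was changed. At 3-fold 96% were recovered. Each gene was simulated independently, and only genes above a minimum mean count were changed. Differences between libraries that many genes share, such as tissue composition, were not simulated. These shares therefore do not give the sensitivity for genes that vary in that way. Totals of at least 12207161 counts per library set the precision of low counts. The SD across mice includes both counting error and the spread between mice. Gene sets of IPA, western blots, recordings, behaviour, cytokine and lipid measurements were not analysed here.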

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

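All tests of explanations in this part were chosen after the result was seen. In 156 groups of 4 to 6 libraries, 31 had 1 library far from the others, against 7.8 by chance alone. The gap to the nearest library, as a share of the group's range, is given for each. KD female E227 had 9, CD female E249 6, KD male E59 6 and CD female E228 4.

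KD female E227 stood apart in Drd1 (0.911), Gpr83 (0.864), the scores of the striatal markers (0.878), the 17 other striatal markers (0.886), the cortical excitatory markers (0.876) and the basal forebrain cholinergic markers (0.887). CD female E249 stood apart in Drd1 (0.810) and in the scores of the striatal markers (0.766), the 17 others (0.800), the cortical excitatory markers (0.807), the basal forebrain cholinergic markers (0.901) and the choroid plexus markers (0.742). E227 lies with most CD females and E249 toward the other KD females. Striatal tissue that differs from sample to sample and exchanged labels of E227 and E249 cannot be told apart. The score of the 17 other striatal markers, 0.722 in E249 and -0.470 in E227, is itself among the measures in which they stood apart, so that it does not test the first. Drd1 was at 133 CPM in E249, between the other CD females and the other KD females, and the genes that could place the 2 libraries were chosen on the same labels. A biological difference between mice was not tested.

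KD male E59 stood apart in Drd1 (0.737), Ppp1r1b (0.819) and the scores of the striatal markers (0.875), the 17 others (0.876), the basal forebrain cholinergic markers (0.778) and the choroid plexus markers (0.850). Of the 8 tested choroid plexus markers, 8 were highest in E59 among the males, with Ttr at 2187 CPM against at most 41.2 CPM in the other males. Choroid plexus in this sample is a hypothesis that this number does not test, since the score is made of the same genes. No biological explanation was tested.

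CD female E228 stood apart in the Y-linked genes Ddx3y (0.883), Kdm5d (0.946), Eif2s3y (0.957) and Uty (0.852). The 4 genes stood at 6.90% to 8.80% of their male mean in E228, so male RNA or reads carried into the library may account for them, with 6.90% for Ddx3y. Xist was at 545 CPM in E228, within the range of the females, which argues against a male sample labelled female. KD female E227 stood apart in Ddx3y (1), Kdm5d (1) and Uty (1), each at no more than 0.478 CPM.

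The remaining libraries were CD female E265 in Adcy5 (0.752) and Rab3b (0.938), CD male E264 in Zfp503 (0.825; this DEG in females is named after its values were seen, since its KD and CD females overlap), KD male E64 in Otof (0.655) and the hypothalamic score (0.747), and KD male E254 in Xist (0.812, at 7.59 CPM). No explanation was tested for these.

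The effect of the diet differed between the sexes under camera for 13 of the 20 lists. The adjusted p was 9.0e-14 for the striatal markers, 2.6e-12 for the 17 others, 4.1e-10 for the cortical excitatory markers, 9.5e-07 for the basal forebrain cholinergic markers, 0.0476 for the hypothalamic markers, 0.0202 for the hippocampal markers and 0.0123 for the thalamic markers. It was 2.8e-05 for the microglial markers, 0.000876 for the disease-associated microglia markers, 2.1e-10 for the oligodendrocyte markers, 0.0476 for the G-protein-coupled receptors, 2.3e-06 for the phagocytosis genes and 0.0202 for ketone and fatty acid metabolism. With 1 library left out, the median of striatal markers diet by sex ran from -0.16 without KD female E207 to 2.80 without KD male E59, and G-protein-coupled receptors diet by sex no longer passed in 13 of the 20 fits (adjusted p up to 0.259). The median of cortical excitatory markers diet by sex ran from -1.23 to -0.51, and that of phagocytosis genes from 0.093 to 0.27. Both of these lists still passed under camera in all 20 fits. None of the 13 passed under fry (smallest adjusted p 0.206) or with an estimated correlation (smallest adjusted p 0.141). The tissue composition of the samples and a biological difference between the sexes both stay open.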

How the results depend on the processing

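The alternatives with RUVg and the likelihood ratio test together, with RUVg in each sex separately, and with RUVg at 3 or 4 factors were chosen after the deposited values had been examined. The other alternatives were set before the data were examined.

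The 7 DEGs between KD and CD females were the same 7 with TMM normalization and with DESeq2's size factors. With no filter beyond 1 count in total there were 12, and without the library series term 4. At FDR 0.05 there was 1, and with each sex fitted separately 1. Replacing the series with RUVg gave 34 DEGs with 1 factor and 242 with 2 factors. The edgeR likelihood ratio test gave 220 and the DESeq2 Wald test 253. Each of these 4 fits, and the fit without the filter, called all 7 of the genes above. Library series 1 alone (2 KD and 2 CD females) gave 865 DEGs, and library series 2 alone (2 and 3) gave 0, where 418 genes had an unadjusted p under 0.05. With the striatal marker score as a covariate there were 0 DEGs, with 888 genes at an unadjusted p under 0.05. Across the 9 fits that each left out 1 female, the number ran from 0 to 1046. It was 1046 without CD female E249, 906 without KD female E227, and between 0 and 4 without any other female. Leaving out 1 male, which changes the shared estimate of the spread, gave between 2 and 38 DEGs in females, the highest without KD male E59. Apart from the threshold and the smaller numbers of samples, the cause of these changes was not tested.

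In males there were 0 DEGs under each alternative set before the data were examined, leaving out each of the 20 libraries included. In the reported fit 557 genes had an unadjusted p under 0.05. Among the later alternatives, all libraries in one fit with 3 RUVg factors gave 142 DEGs in females and 0 in males. With the likelihood ratio test and 1, 2 and 3 factors, one fit gave 344, 560 and 288 in females and 0, 2 and 2 in males. With each sex fitted separately and 1, 2, 3 and 4 factors, the quasi-likelihood test gave 7, 192, 237 and 190 DEGs in females and 0, 0, 0 and 47 in males. The likelihood ratio test in the same 4 fits gave 656, 506, 582 and 453 in females and 9, 10, 80 and 134 in males. The interaction between diet and sex had 0 DEGs, and 335 genes at an unadjusted p under 0.05. It had 14 in library series 1 alone and 1 each with the likelihood ratio test and with DESeq2. With 1, 2 and 3 RUVg factors and the likelihood ratio test it had 1, 1 and 8. Leaving out 1 library at a time, it had from 0 to 41, with 41 without KD female E227, 1 each without KD males E213 and E256, and 0 without any other.

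For single genes the values below are log2 fold changes, and for gene lists they are the lists' median log2 fold changes, with the value under the alternative given in each case. Of the lists whose median changed sign, 4 were past the threshold under camera. The direction under camera can differ from the sign of the median, so that these p-values do not show a shift in the new direction. These were the CREB target genes in males (adjusted p 0.0189) and between the sexes (adjusted p 0.00549) in library series 2 alone, the choroid plexus markers in females with the covariate (adjusted p 2.5e-07), and the striatal markers between the sexes without KD female E207 (adjusted p 6.7e-11). The cause of these changes was not tested, apart from the smaller numbers of samples in 1 series and of genes under the stricter filter. With at least 10 counts in every library, 0.061 for G-protein-coupled receptors in females and 0.061 for G-protein-coupled receptors between the sexes no longer passed the threshold. In the same fit, 0.023 for CREB target genes in females and 0.059 for disease-associated microglia markers in males changed sign. With no library series term, 0.013 for G-protein-coupled receptors between the sexes no longer passed the threshold. Under this setting, 0.012 for Creb1 in males and 0.019 for CREB target genes in females changed sign. With 1 RUVg factor in place of the series, 0.083 for G-protein-coupled receptors between the sexes no longer passed the threshold. With this choice, 0.011 for cAMP-CREB components without striatal markers in females and -0.0078 for cAMP-CREB components without striatal markers in males changed sign. With 2 RUVg factors in place of the series, 0.14 for G-protein-coupled receptors in females and 0.062 for G-protein-coupled receptors between the sexes no longer passed the threshold. Here, 0.099 for CREB target genes in females, 0.013 for cAMP-CREB components without striatal markers in females, -0.0073 for cAMP-CREB components without striatal markers in males and 0.077 for CREB target genes between the sexes changed sign. With each sex fitted separately, 1.05 for striatal markers in males passed the threshold. In the same fit, 0.030 for CREB target genes in females and 0.0059 for disease-associated microglia markers in males changed sign. In library series 1 only, 1.54 for Gpr83 in females and -0.51 for CREB target genes between the sexes passed the threshold. Under this setting, 0.14 for G-protein-coupled receptors between the sexes no longer passed the threshold. With this choice, 0.021 for Creb1 in females, 0.017 for inhibitory neuron markers in males, 0.015 for endothelial markers in males, -0.010 for cAMP-CREB components in males and -0.041 for cAMP-CREB components without striatal markers in males changed sign. In library series 2 only, -0.14 for cortical excitatory markers in females, 0.068 for G-protein-coupled receptors in females, 0.037 for phagocytosis genes in females, -0.18 for cortical excitatory markers between the sexes, 0.066 for G-protein-coupled receptors between the sexes and 0.0011 for phagocytosis genes between the sexes no longer passed the threshold. Here, -0.46 for Esr1 in females, -0.15 for Ppp1r1b in males, -0.18 for Gpr83 in males, 0.077 for Creb1 in males, -0.040 for inhibitory neuron markers in females, -0.099 for disease-associated microglia markers in females, -0.081 for astrocyte markers in females, -0.20 for endothelial markers in females, 0.35 for CREB target genes in females, -0.15 for thalamic markers in males, -0.38 for choroid plexus markers in males, -0.039 for astrocyte markers in males, -0.019 for CREB target genes in males, -0.015 for cAMP-CREB components in males, -0.017 for cAMP-CREB components without striatal markers in males, -0.043 for ketone and fatty acid metabolism in males, 0.49 for CREB target genes between the sexes, 0.11 for cAMP-CREB components between the sexes and 0.065 for cAMP-CREB components without striatal markers between the sexes changed sign. With the striatal marker score as a covariate, 0.041 for G-protein-coupled receptors in females, 0.034 for phagocytosis genes in females and 0.027 for phagocytosis genes between the sexes no longer passed the threshold. In the same fit, -0.17 for Gpr52 in females, -0.23 for Esr1 in females, -0.054 for Ppp1r1b in males, -0.097 for Drd1 between the sexes, -0.099 for Adcy5 between the sexes, -0.50 for basal forebrain cholinergic markers in females, 0.018 for hippocampal markers in females, -1.38 for choroid plexus markers in females, -0.19 for inhibitory neuron markers in females, -0.049 for oligodendrocyte markers in females, -0.0065 for endothelial markers in females, 0.29 for CREB target genes in females, 0.023 for cAMP-CREB components without striatal markers in females, -0.22 for basal forebrain cholinergic markers in males, -0.0033 for cAMP-CREB components without striatal markers in males, 0.25 for CREB target genes between the sexes and -0.018 for G-protein-coupled receptors between the sexes changed sign. Under the edgeR likelihood ratio test, 1.63 for Adcy5 in females and 1.10 for Gpr83 in females passed the threshold. Under the DESeq2 Wald test, 1.63 for Adcy5 in females and 1.10 for Gpr83 in females passed the threshold. Under camera with estimated inter-gene correlation, 2.10 for striatal markers in females, -0.77 for cortical excitatory markers in females, 0.13 for G-protein-coupled receptors in females, 0.27 for phagocytosis genes in females, 0.85 for striatal markers between the sexes, -0.71 for cortical excitatory markers between the sexes, 0.058 for G-protein-coupled receptors between the sexes and 0.18 for phagocytosis genes between the sexes no longer passed the threshold. Under fry, 0.85 for striatal markers between the sexes, -0.71 for cortical excitatory markers between the sexes, 0.058 for G-protein-coupled receptors between the sexes and 0.18 for phagocytosis genes between the sexes no longer passed the threshold.

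Among the alternatives chosen later, the genes below passed the threshold. Drd1 in females passed the threshold at a log2 fold change of 2.32 in one fit and the likelihood ratio test with 2 factors, of 2.02 and 1.50 with each sex fitted separately and the quasi-likelihood test with 2 and 4 factors, of 2.69, 2.00, 1.99 and 1.50 with each sex fitted separately and the likelihood ratio test with 1, 2, 3 and 4 factors. Adcy5 in females passed the threshold at a log2 fold change of 1.44 in one fit and the likelihood ratio test with 2 factors, of 0.82 with each sex fitted separately and the quasi-likelihood test with 4 factors, of 1.73, 1.24, 1.23 and 0.82 with each sex fitted separately and the likelihood ratio test with 1, 2, 3 and 4 factors. Ppp1r1b in females passed the threshold at a log2 fold change of 1.90 in one fit and the likelihood ratio test with 2 factors, of 1.20 with each sex fitted separately and the quasi-likelihood test with 4 factors, of 2.40, 1.75, 1.75 and 1.20 with each sex fitted separately and the likelihood ratio test with 1, 2, 3 and 4 factors. Gpr52 in females passed the threshold at a log2 fold change of 1.42 in one fit and the likelihood ratio test with 2 factors, of 0.77 with each sex fitted separately and the quasi-likelihood test with 4 factors, of 1.56, 1.15, 1.14 and 0.77 with each sex fitted separately and the likelihood ratio test with 1, 2, 3 and 4 factors. Gpr83 in females passed the threshold at a log2 fold change of 1.13 and 0.99 in one fit and the likelihood ratio test with 1 and 2 factors, of 1.19 with each sex fitted separately and the likelihood ratio test with 1 factor. No other fit of these 12 called one of these 5 genes in females, and none called one in males.

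Across the fits that each left out 1 library, the log2 fold change ran from 1.26 to 3.39 for Drd1 in females, from 0.98 to 1.90 for Adcy5 in females, from 1.29 to 2.58 for Ppp1r1b in females, from 0.89 to 2.12 for Gpr52 in females, from 0.80 to 1.42 for Gpr83 in females, from -0.00023 to 1.16 for Esr1 in females, from -0.23 to 1.41 for Drd1 in males, from -0.58 to 1.19 for Ppp1r1b in males, from -0.048 to 0.26 for Gpr83 in males and from -0.075 to 0.040 for Creb1 in males. In these fits Drd1 and Gpr52 in females passed the threshold without E249, and Adcy5, Ppp1r1b and Gpr83 without E249 and without E227. The lists' medians ran from -0.11 to 0.19 for CREB target genes in females, from -0.047 to 0.0084 for cAMP-CREB components without striatal markers in females, from -0.38 to 1.54 for striatal markers in males, from -0.39 to 1.72 for the 17 other striatal markers in males, from -0.45 to 1.75 for basal forebrain cholinergic markers in males, from -0.035 to 0.21 for thalamic markers in males, from -0.028 to 2.40 for choroid plexus markers in males, from -0.083 to 0.020 for disease-associated microglia markers in males, from -0.083 to 0.024 for endothelial markers in males, from -0.15 to 0.12 for CREB target genes in males, from -0.040 to 0.042 for cAMP-CREB components in males, from -0.030 to 0.0025 for cAMP-CREB components without striatal markers in males, from 0.036 to 0.12 for G-protein-coupled receptors in males, from -0.0013 to 0.043 for ketone and fatty acid metabolism in males, from -0.16 to 2.80 for striatal markers between the sexes, from -0.19 to 0.23 for CREB target genes between the sexes, from -0.054 to 0.010 for cAMP-CREB components between the sexes and from 0.013 to 0.11 for G-protein-coupled receptors between the sexes. Without KD male E59, the median of the striatal markers in males was -0.38. On counts simulated at these depths, 80.5% of the genes changed 2-fold in females were recovered. Differences between libraries shared by many genes were not simulated, so this share may not hold for the real libraries. Smaller changes of single genes were not simulated, nor were changes in males or in the interaction. At this depth and number of mice a count of 0 therefore does not show that changes are absent. No paired analysis was possible because the groups share no replicate numbers: each mouse is in 1 group.

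Of the values under alternatives set before the data were examined, leaving out a library aside, 395 for the main comparisons and 389 for single genes and marker lists named among many kept their direction and their side of the threshold. Among the latter, 49 no longer passed it and 6 newly passed it. With 1 library left out, 47 of the latter no longer passed it and 8 newly passed it.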

Differences from the paper's values

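The paper's number of DEGs in females is 871, against 7 here. The paper's numbers are 573 higher and 298 lower on the KD, against 3 and 4. Among the alternatives set before the data were examined, library series 1 alone (865 DEGs, 391 higher), the fit without CD female E249 (1046, with 625 higher and 421 lower) and the fit without KD female E227 (906, with 391 higher) came within 1.5 times the paper's total and number higher. For the number lower this held only without E249. The other alternatives set before the data were examined did not reach these numbers. Among fits chosen after seeing the values, each sex fitted separately with RUVg and the likelihood ratio test gave 656 DEGs (478 higher) with 1 factor and 582 (202 lower) with 3 factors, which are within 1.5 times the paper's numbers. One fit with 2 RUVg factors and that test gave 560, of which 268 were lower, within 1.5 times the paper's number lower.

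The paper's number of DEGs in males is 257 (183 higher and 74 lower), against 0 here. None of the alternatives set before the data were examined gave a DEG in males. The highest number in fits chosen after seeing the values was 134, with each sex fitted separately, 4 RUVg factors and the likelihood ratio test. All 257 genes of the paper's table for males were tested here, 257 had the same direction, and 172 had an unadjusted p under 0.05. Since the paper chose these genes by their small p in the same libraries, this is no independent support. The table for females was held with 869 of its 871 genes, and no overlap was computed for it.

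The paper's adjusted p in females is 1.1e-07 for Drd1, against 0.364 here, 0.00012 for Adcy5, against 0.226, and 1.3e-05 for Ppp1r1b, against 0.281. It is 0.000196 for Gpr52, against 0.434, and 0.0477 for Gpr83, against 0.202. In males the paper's adjusted p of Gpr52 is 0.0616, against 1.00. The log2 fold changes of these genes differ from the paper's by less than their error. For Gpr83 the adjusted p came within 1.5 times the paper's in library series 1 alone (0.0332), under the likelihood ratio test (0.0479), under DESeq2 (0.0413) and without E249 (0.0326). For the other genes none of the alternatives set before the data were examined closed the gap.

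In 1 fit chosen after seeing the values, with each sex fitted separately, 4 RUVg factors and the likelihood ratio test, the adjusted p was smaller than the paper's for Drd1 in females (1.1e-15), Adcy5 in females (4.2e-15) and Ppp1r1b in females (4.1e-12). In other fits chosen after seeing the values, the adjusted p of Gpr83 in females came within 1.5 times the paper's: 0.0570 and 0.0413 in one fit with the likelihood ratio test and 1 or 2 factors, and 0.0467 and 0.0338 with each sex fitted separately, that test and 1 or 4 factors. The last of these did not reach a 1.5-fold change.

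Several fits called a gene that the paper calls. Without E249, Drd1, Adcy5, Ppp1r1b and Gpr52 in females passed the threshold, and without E227 Adcy5, Ppp1r1b and Gpr83 did. Adcy5 in females also passed under the likelihood ratio test and DESeq2. DESeq2 gave no adjusted p for Drd1 and Ppp1r1b. In fits chosen after seeing the values, Drd1, Adcy5, Ppp1r1b and Gpr52 in females passed with each sex fitted separately, the likelihood ratio test and 1, 2, 3 or 4 RUVg factors. They also passed in one fit with 2 factors and that test, and with each sex fitted separately, 4 factors and the quasi-likelihood test. Drd1 passed in this last kind of fit with 2 factors as well. Gpr83 passed in one fit with the likelihood ratio test and 1 or 2 factors, and with each sex fitted separately, that test and 1 factor.

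In Fig. 4c each KD female lies above each CD female for Drd1 and Adcy5. Here Drd1 was at 30.0 CPM in KD female E227 and at 133 CPM in CD female E249, and Adcy5 was at 70.2 CPM in E227 and 87.1 CPM in E249. After RUVg in females alone, chosen after seeing the values, KD and CD females did not overlap for Drd1 with 1, 2, 3 or 4 factors and for Adcy5 with 2 or 4 factors.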

Other observations

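The splits of the mice for the counts of DEGs, the tests of the gene lists and the fit with the striatal score were set before the data were examined. The splits for the gene lists, and the use of the values below to weigh explanations, were chosen after the result was seen.

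In females, 13 of 100 splits of the 9 mice gave at least 7 DEGs, the real one included, and 86 gave 0. The highest number was 2294. The 1 split that followed the library series gave 0. Each draw regrouped the males as well, and the sexes share the estimate of the spread. The values for females therefore do not come from regrouping the females alone. In males and for the interaction, 100 of 100 splits gave at least 0 DEGs, so that these counts say nothing. A camera p as small as the real one was reached in females by 3 of 100 splits for the striatal markers, 6 for the cortical excitatory markers, 5 for the phagocytosis genes and 7 for the G-protein-coupled receptors. It was reached by 99 for the CREB target genes, 58 for the cAMP-CREB components and 66 for these without striatal markers. In males it was reached by 81 for the striatal markers, 17 for the cortical excitatory markers, 88 for the CREB target genes, 68 for the cAMP-CREB components, 93 for these without striatal markers, 23 for the G-protein-coupled receptors and 65 for the phagocytosis genes.

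Drd1, Adcy5 and Ppp1r1b were higher in KD females together with the other striatal markers, and 13 of 14 cortical excitatory markers were lower (median log2 fold change -0.77, adjusted p 1.6e-08). With 1 female left out the median of the cortical excitatory markers ran from -0.51 without KD female E68 to -1.22 without KD female E227. The log2 fold change of Drd1 was 3.77 within library series 1, which argues against a difference between the series as the cause. A hypothesis is that the KD female samples held more striatal tissue. With the score of the 17 other striatal markers as a covariate, the log2 fold change of Drd1 in females fell to 0.18, but the score was higher in 3 of the 4 KD females than in any CD female, so that an effect of the diet on these genes would shrink in the same way. More striatal tissue and an effect of the diet therefore cannot be told apart by this value. The median of the cortical excitatory markers with the striatal score as a covariate was -0.24 (adjusted p 0.0436), still past the threshold. KD male E59, with the highest striatal score (1.93), had a cortical score of 0.117, while CD female E249, with a striatal score of 0.674, had one of -1.34. KD females E61, E68 and E207 and CD female E249 had cortical scores from -1.59 to -1.34. Their basal forebrain cholinergic scores were from 1.59 to 1.86. All other libraries, KD female E227 included, had cortical scores of at least 0.0858 and basal forebrain scores of at most 0.754. Low cortical markers thus went with high basal forebrain markers, also where the diet label differed. Since exchanged labels of E227 and E249 are not excluded, what lowered the cortical markers stays open. All 20 striatal markers were also expressed in the cortex samples of CD mice, at means of 0.236 to 148 CPM, 8 of them are in another list, and 18 of the 20 are in the paper's table of DEGs in females, so the list is not independent of these libraries. A general activation of CREB-dependent transcription cannot be told apart by the CREB target genes (adjusted p 0.966), whose members went both ways and whose median was -0.36 within library series 1 and 0.35 within series 2. An effect of the diet on striatal genes within the cortex was not tested.

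The phagocytosis genes in KD females had a median log2 fold change of 0.034 with the striatal score as a covariate. Tissue composition and an effect of the diet cannot be told apart by this value, since the score follows the diet in females. KD male E59, with the highest striatal score, had a phagocytosis score of 0.141, against 0.0615 to 1.07 in the KD females. For the microglial markers the median with the covariate was 0.21 (adjusted p 0.00494), lower than without it but still past the threshold. Composition and a change in microglia cannot be told apart for them, since the score measures only striatal tissue and follows the diet.

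In females, leaving out CD female E249 raised the medians of the 17 other striatal markers to 3.42, of basal forebrain cholinergic markers in females to 5.40, of hypothalamic markers in females to 2.99 and of thalamic markers in females to 0.61, and each still passed. Without KD female E207 that of the 17 was 1.03. For disease-associated microglia markers in females the median was 0.18 without KD female E61, and it still passed. The other lists in females had median log2 fold changes of 2.13 for the 17 other striatal markers (adjusted p 3.3e-13), 2.21 for basal forebrain cholinergic (5.5e-08), 1.98 for hypothalamic (0.00712), 0.38 for thalamic (0.00945), 0.33 for disease-associated microglia (0.00239) and 0.16 for ketone and fatty acid metabolism (0.00712). The medians were -0.089 for hippocampal (0.666), 0.20 for choroid plexus (0.372), 0.15 for inhibitory neuron (0.544), 0.19 for astrocyte (0.103), 0.25 for oligodendrocyte (0.110) and 0.094 for endothelial markers (0.363). With 1 female left out, they ran from -0.16 to -0.027 for hippocampal, from 0.0031 to 0.72 for choroid plexus and from 0.071 to 0.23 for inhibitory neuron markers. The ranges were 0.083 to 0.25 for astrocyte, 0.17 to 0.33 for oligodendrocyte and 0.024 to 0.21 for endothelial markers. In males the medians were 0.41 for hippocampal (0.0409), 2.00 for choroid plexus (0.000721) and -0.43 for oligodendrocyte markers (6.0e-09), which passed under camera and under neither fry nor an estimated correlation. Hippocampal markers in males no longer passed in 6 of the 11 fits that left out 1 male, and their median was 0.11 (adjusted p 0.531) without KD male E64, whose score was 2.10. Choroid plexus markers in males had a median of -0.028 (adjusted p 0.452) without KD male E59. Oligodendrocyte markers in males had a median of -0.25 without E64, and the scores of E64 and KD male E254 were -2.41 and -2.00. The median of these markers still passed in all 11 fits. They were 1.28 for striatal (0.103), 1.46 for the 17 others (0.210), -0.12 for cortical excitatory (0.315), 1.24 for basal forebrain cholinergic (0.477), 0.50 for hypothalamic (0.363), 0.055 for thalamic (0.704), -0.055 for inhibitory neuron (0.315) and 0.090 for microglial markers (0.0701). They were -0.0097 for disease-associated microglia (0.717), 0.046 for astrocyte (0.232), -0.026 for endothelial markers (0.431), 0.048 for CREB target genes (0.671), 0.024 for cAMP-CREB components (0.685), 0.0056 for these without striatal markers (0.959) and 0.015 for ketone and fatty acid metabolism (0.320). Adjusted p-values from camera are in parentheses. With 1 male left out, the median of hypothalamic markers in males ran from 0.10 to 0.63. Some lists passed with 1 library left out. These were striatal markers in males without CD male E58 or KD males E53 or E64 (smallest adjusted p 9.7e-05), although their median was -0.38 without KD male E59, the 17 others without the same 3 mice (smallest adjusted p 0.000662), microglial markers in males without CD males E58 or E66 or KD males E53 or E256 (smallest adjusted p 0.00664), and oligodendrocyte markers in females without CD female E228 (adjusted p 0.0366).

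Of the 13 genes of the cytokines that the paper measured in plasma, 4 were tested in cortex, at no more than 3.72 CPM. Their log2 fold changes in females were -0.92 for Il12a (adjusted p 0.502), -0.066 for Il1a (0.978), 0.46 for Il1b (0.851) and -0.085 for Ccl3 (0.981).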
